# Naked mole-rat transcriptome signatures of socially suppressed sexual maturation and links of reproduction to aging

**DOI:** 10.1186/s12915-018-0546-z

**Published:** 2018-08-02

**Authors:** Martin Bens, Karol Szafranski, Susanne Holtze, Arne Sahm, Marco Groth, Hans A. Kestler, Thomas B. Hildebrandt, Matthias Platzer

**Keywords:** Reproduction, Sexual maturation, Aging, RNA-seq, Naked mole-rat, Eusociality

## Abstract

**Background:**

Naked mole-rats (NMRs) are eusocially organized in colonies. Although breeders carry the additional metabolic load of reproduction, they are extremely long-lived and remain fertile throughout their lifespan. This phenomenon contrasts the disposable soma theory of aging stating that organisms can invest their resources either in somatic maintenance, enabling a longer lifespan, or in reproduction, at the cost of longevity. Here, we present a comparative transcriptome analysis of breeders vs. non-breeders of the eusocial, long-lived NMR vs. the polygynous and shorter-lived guinea pig (GP).

**Results:**

Comparative transcriptome analysis of tissue samples from ten organs showed, in contrast to GPs, low levels of differentiation between sexes in adult NMR non-breeders. After transition into breeders, NMR transcriptomes are markedly sex-specific, show pronounced feedback signaling via gonadal steroids, and have similarities to reproductive phenotypes in African cichlid fish, which also exhibit social status changes between dominant and subordinate phenotypes. Further, NMRs show functional enrichment of status-related expression differences associated with aging. Lipid metabolism and oxidative phosphorylation—molecular networks known to be linked to aging—were identified among most affected gene sets. Remarkably and in contrast to GPs, transcriptome patterns associated with longevity are reinforced in NMR breeders.

**Conclusion:**

Our results provide comprehensive and unbiased molecular insights into interspecies differences between NMRs and GPs, both in sexual maturation and in the impact of reproduction on longevity. We present molecular evidence that sexual maturation in NMRs is socially suppressed. In agreement with evolutionary theories of aging in eusocial organisms, we have identified transcriptome patterns in NMR breeders that—in contrast to the disposable soma theory of aging—may slow down aging rates and potentially contribute to their exceptional long life- and healthspan.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-018-0546-z) contains supplementary material, which is available to authorized users.

## Background

The unique biology of the naked mole-rat (NMR, *Heterocephalus glaber*) has fostered its increasing popularity as an animal model in a variety of research fields. This includes an exceptionally long lifespan and resistance to cancer [1, 2]. The Animal Ageing and Longevity Database (AnAge) [3] cites the maximum recorded lifespan at 31 years, i.e., 368% of the prediction based on body mass. NMRs remain fertile throughout their long and healthy life [4]. This lifelong fertility is even more astonishing given the extreme reproductive skew in NMR colonies. Like eusocial insects, NMRs are socially organized in colonies consisting of a pair of reproducing animals (breeders, queen, and pasha) and up to 300 subordinates (non-breeders, female and male workers) [5]. In principle, workers are capable of reproduction [6, 7], but their sexual maturation is suppressed by the presence of the dominating breeding pair [8–10]. Whether this “social suppression” is caused by “active suppression by breeders,” protective “self-restraint by helpers,” or both, is currently unanswered. Non-breeding animals of both sexes constitute the backbone of the social organization of the colony, with responsibility for foraging, brood care, colony defense, and digging [11].

Naturally, new NMR colonies originate from fissioning of existing colonies or formation of new ones by dispersers who leave their natal colony [12, 13]. When, under laboratory conditions, non-breeders are removed from the colony and paired with the opposite sex, they have the capability to ascend into breeders. This process is accompanied with physiological and behavioral changes and results in the formation of a new colony [5, 6]. As per evolutionary theories of aging in eusocial organisms [14], despite the queen’s enormous metabolic load of producing a large litter every 3 months and being exclusively in charge of lactation [15], data from wild and laboratory NMR colonies indicate that breeders live longer than their non-breeding counterparts [16, 17]. Previously, it was shown that closely related African *Fukomys* mole-rats, which have a eusocial structure similar to NMRs, show lifespan differences between reproductive and non-reproductive animals [18, 19]. Those observations contrast the disposable soma theory of aging. This theory hypothesizes that energy is scarce and can either be invested in maintenance of somatic tissue or in reproduction [20]. Species confronted with a high extrinsic mortality invest their resources in reproduction to ensure survival of the species, at the expense of their lifespan. In the case of low-extrinsic mortality, however, it seems to be more effective to allocate resources to somatic tissue, thereby keeping the body healthy and enabling a longer reproduction during a longer lifespan.

The role of gonadotropin-releasing hormone (GnRH) in mediating environmental cues to allow or block reproduction is well described in a variety of species [21, 22]. In NMR, the reproductive suppression in female non-breeders is mediated through inhibition of GnRH secretion from the hypothalamus [6]. This in turn leads to an inhibition of follicle stimulating hormone (FSH) and luteinizing hormone (LH) released by the pituitary gland, therein blocking ovulation. Reproductive suppression for NMR male non-breeders is also caused by inhibition of GnRH secretion, in this case resulting in lower levels of urinary testosterone and plasma LH [7]. However, the impact is less profound compared to females as spermatogenesis is attenuated, but not entirely suppressed [23]. Nevertheless, weight of testis and number of active spermatozoa are higher in breeders [7, 24].

The NMR can be regarded as a neotenic species, and the prolonged retention of juvenile features has been linked to its longevity [25]. In comparison to mice, e.g., postnatal NMR, brain maturation occurs at a slower rate [15] and puberty is delayed. Female and male NMRs may reach sexual maturity at 7.5 to 12 months of age [26]. In the colony, however, the presence of queen and pasha leads to suppression of sexual maturation in both non-breeding males and females [8–10] and can delay—independently of neoteny—the puberty of female workers throughout life [27]. Sexual dimorphism is almost absent among non-breeding NMRs [28, 29]; both sexes show almost no difference in morphology—including body mass, body size, and even external genitalia—as well as no behavioral differences, in the sense that non-breeders participate and behave equally in all colony labors [30]. Nevertheless, these features are correlated with colony rank. The most profound differences can be observed by comparing NMR queens vs. non-breeders and are reflected in morphological differences, such as the elongated spine and higher body mass of queens, and behavioral differences, such as increased aggressiveness, copulation, and genital nuzzling [30].

In this work, we have characterized the transcript signature of reproductive status (breeder vs. non-breeder) in tissue samples of ten organs or their substructures (hereinafter referred to as “tissues”), from both sexes, using RNA-seq. We have contrasted the NMR results with the transcript profiles of corresponding samples of guinea pig (GP, *Cavia porcellus*). The GP is a closely related, social polygynous rodent in which normally all adult members of large social groups contribute to reproduction; females have spontaneous ovulation and postpartum estrus [31]. Contrary to the NMR, the GP is characterized as a not long-lived rodent species (AnAge: 12 years maximal longevity, 89% of the prediction based on body mass). We specifically focused our analyses on transcriptome signatures of the sexually dormant NMR non-breeders (workers) and the differentially expressed genes (DEGs) that may contribute to the exceptional long life- and healthspan of NMR breeders. In agreement with evolutionary theories of aging, we identified transcriptome patterns in breeders that contrast the disposable soma theory of aging and may contribute to NMR long life- and healthspan.

## Results

To gain molecular insights into the fascinating combination of NMR phenotypes, in particular, their eusocial reproduction, lifelong fertility, extraordinary healthspan, and longevity, we aimed to collect a comprehensive set of tissues for male and female breeders and non-breeders of NMR and GP—six biological replicates each. Towards this, NMR non-breeders were removed from their natal colony, paired with an unrelated partner of the opposite sex from a second colony and thereby turned into breeders. The transformation process into successful breeders took 118.5 ± 138.6 days (average ± SD, range 10–382 days). Respective male and female litter siblings remained in the two colonies as non-breeder controls. Time to first litters averaged in 6.5 ± 4.9 months and duration of pregnancies was approximately 70 days. Serving for comparison, GP is the closest related not long-lived rodent species (92.1% identity of protein-coding sequence; Additional file 1: Figure S1) for which a genome sequence is available. GP breeders and non-breeders were housed as pairs of opposite or same sex, respectively. For this species, the time to first litters was 4.1 ± 0.8 months, and the pregnancies lasted about 68 days.

Female breeders gave birth to two litters each, with two exceptions. One NMR female was pregnant at least twice (ultrasonographically verified), but never gave birth to live offspring, and another gave birth to three litters, due to a pregnancy fathered by one of her sons. At time of sampling, NMRs and GPs reached an age of 3.4 ± 0.5 and 0.9 ± 0.1 years, respectively (Additional file 2: Table S1). Tissue samples were collected after the second litters were raised and last lactation has stopped (421.0 ± 141.6 days, range 274–678 days). The average NMR colony size at that point was 17.7 ± 3.8 (range 12–24). Thus, taking into account the usual half-life of a transcript and protein of hours to weeks [32], the initial stressors caused by the isolation of the breeders in the beginning of the experiment are very unlikely to affect the transcriptome data obtained months and even years later.

### Tissue and species are the major determinants of transcriptomes

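The deposited table of the GP part of the study holds raw RNA-seq counts of 16009 genes in 238 libraries, 1 column per animal and tissue. The tissues are heart (Hrt), skin (Skn), liver (Lvr), kidney (Kid), cerebellum (Cer), hypothalamus (Hyp), pituitary (Pit), thyroid (Thy), adrenal gland (Adr), ovary (Ova) and testis (Tes). Each of the groups of female breeders, female non-breeders, male breeders and male non-breeders has 6 animals. The pituitary of male breeder 20 and the thyroid of female breeder 12 have no library. Reads were single-end and 51 nt long, except for 9 libraries of 50 nt, which are 5 of the adrenal gland and 4 of the thyroid, all of females. Male non-breeders 18 and 19 and male breeders 20 and 22 were 0.74 years old at sampling, and the other animals 0.95 to 0.97 years. The authors aligned the reads to the genome cavPor3 with STAR, discarded reads with several positions, and counted reads per gene with HTSeq on transcripts named by human symbols. The table gives no gene coordinates, and genes that share reads with a near-identical copy are uncertain. It holds 0 mitochondrial-encoded genes, so the mitonuclear ratio was not analysed here. For each tissue, the libraries of all groups were fitted together with edgeR (TMM normalization, quasi-likelihood F test) after a filter on low counts, which left 12439 to 13957 genes per tissue. Differentially expressed genes (DEGs) had a false discovery rate (FDR, Benjamini-Hochberg per tissue and comparison) below 0.01. At an unadjusted p below 0.05, a share of 0.05 of the genes tested is expected by chance. EDs are the sum of DEGs over tissues. Expression of single genes is given in TMM-normalized CPM (counts scaled to a common library size) with the SD between animals.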

To compare gene expression between reproductive statuses (breeder vs. non-breeder) in NMR and GP, we performed RNA-seq of ten different tissues (heart—Hrt, skin—Skn, liver—Lvr, kidney—Kid, cerebellum—Cer, hypothalamus—Hyp, pituitary—Pit, thyroid—Thy, adrenal—Adr, and gonads—Gon, represented by either ovary—Ova or testis—Tes) from 24 animals for each species (six males, six females per status; Additional file 1: Figure S2). The tissues were chosen to represent sexual maturation and reproduction (Gon), the endocrine and stress response system involved in social status definition (Hyp, Pit, Thy, Adr), and main organs affected by aging (Hrt, Skn, Lvr, Kid, Cer). Seven of the 480 samples (1.5%) had to be excluded for different reasons (Additional file 2: Tables S2, S3). 

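The GP thyroid library of male non-breeder 19, which the authors excluded as a wrong tissue, is among the deposited counts. Thyroglobulin (TG) had 37.5 CPM in this library and a median of 65300 CPM (range 34810 to 120600) in the 22 other thyroid libraries. The B cell gene MS4A1 had 753 CPM (others 0 to 1.58), the T cell gene CD3E 395 CPM (others 0.583 to 9.33) and the chemokine CCL21 2347 CPM (others 14.2 to 313). Over a list of 18 B cell genes, the mean log2 level was 6.44 above the median of the other thyroids. It was 5.48 above for 21 T cell genes, 1.49 above for 11 thymus genes, and fell by 5.99 for 15 genes of thyroid follicular cells. The mean Pearson correlation of this library across genes was 0.823 with the ovaries and 0.81 with the other thyroids, where those had a mean of 0.974 to 0.984 with one another. All values in the comparisons of groups leave this library out unless stated.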

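The total count per GP library was 14746127 ± 2455898 (SD, 238 libraries), from 3551108 in the kidney of female non-breeder 08 to 22277626 in the adrenal gland of female breeder 12. By the read numbers of Table S4, a median of 68.8% of the uniquely mapped reads were counted in genes. The median share per tissue was lowest in Cer with 58.9% and highest in Hrt with 74.9%. Unique mapping in the same table was lowest in the kidney of female non-breeder 08 (37.5%), the heart of male non-breeder 28 (39.5%), the heart of male breeder 25 (55.0%) and the kidney of female non-breeder 06 (57.4%). The 10 genes with most counts took a median of 17.5% of the counts in Lvr and 2.71% in Cer.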

On average ± SD, we obtained per sample 27.6 ± 3.6 million high-quality reads with 84.1 ± 16.1% unique mapping rate (Additional file 2: Table S4). 

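Pearson correlations between the GP libraries of 1 group and tissue were computed across all 16009 genes on log2(CPM + 1), where genes are not independent replicates. The grand mean over the 40 groups was 0.985 ± 0.00786 (SD between group means). Group means ranged from 0.959 in the ovaries of female non-breeders to 0.996 in the cerebella of male non-breeders. On raw counts, the grand mean was 0.953 ± 0.0481, with a lowest group mean of 0.829.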

The grand mean of pairwise Pearson correlation within the 40 replicate groups (2 statuses × 2 sexes × 10 tissues per sex) was 0.981 ± 0.013 and 0.984 ± 0.01 for NMR and GP, respectively, indicating high consistency between replicate samples (Additional file 2: Table S5).

Based on these data, unsupervised hierarchical clustering gave a similar cluster hierarchy of tissues for both species (Additional file 1: Figure S3). Brain tissues are grouped (Pit as a sister group to Cer and Hyp); Kid and Thy are sister groups to the cluster of Adr and Ova. 

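In the GP libraries, average-linkage clustering on 1 minus the Pearson correlation of log2(CPM + 1) gave each of the 11 tissues a cluster of its own. Without the excluded thyroid library, each of the 237 libraries had a library of the same tissue as its nearest neighbour. In the tree of tissue means, Cer and Hyp joined first at a distance of 0.0612, and Pit joined them at 0.128. Adr and Ova joined at 0.103, followed by Thy at 0.13, Kid at 0.167, Hrt at 0.182, Skn at 0.199 and Lvr at 0.256. The brain tissues joined the other tissues at 0.278 and Tes at 0.526. Each tree of libraries was cut into 11 clusters, so a library that takes a cluster for itself leaves fewer for the tissues. With the excluded thyroid library, 8 of the 11 tissues formed a cluster of their own, and with Euclidean distance and complete linkage also 8. In the latter tree Kid and Thy were joined to each other and then to Skn.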

The results are confirmed by principle component analysis, separating tissues by the first and species by the second component (Fig. 1; Additional file 2: Table S6). 

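Separation by breeding status was measured in the GP libraries of each sex and tissue by the mean silhouette width of the status labels on log2(CPM + 1), with a one-sided exact permutation test over all splits of the animals. Of the 20 combinations, 0 passed an FDR of 0.05, and 4 had an unadjusted p below 0.05, all in females. These were Ova (silhouette width 0.0665, exact p = 0.006494), Thy (0.114, exact p = 0.01299), Pit (0.0671, exact p = 0.01948) and Lvr (0.0598, exact p = 0.02597), each with an FDR of 0.13. With 1 minus the Spearman correlation as distance, Ova of females was the 1 combination past the threshold (silhouette width 0.119, exact p = 0.002165, FDR 0.0433). This exact p is the smallest that the splits allow. A combination with a low p on its own could pass only at that value. The count of 0 therefore does not show an absence of separation.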

At this level of analysis, ovary was the only tissue, which showed a separation of samples with respect to breeding status. Together, this indicates that (i) tissue source is dominant over other biological variables such as species, sex, and status; and (ii) the impact of sex and status on transcriptome profiles is subtle.

**Fig. 1:**
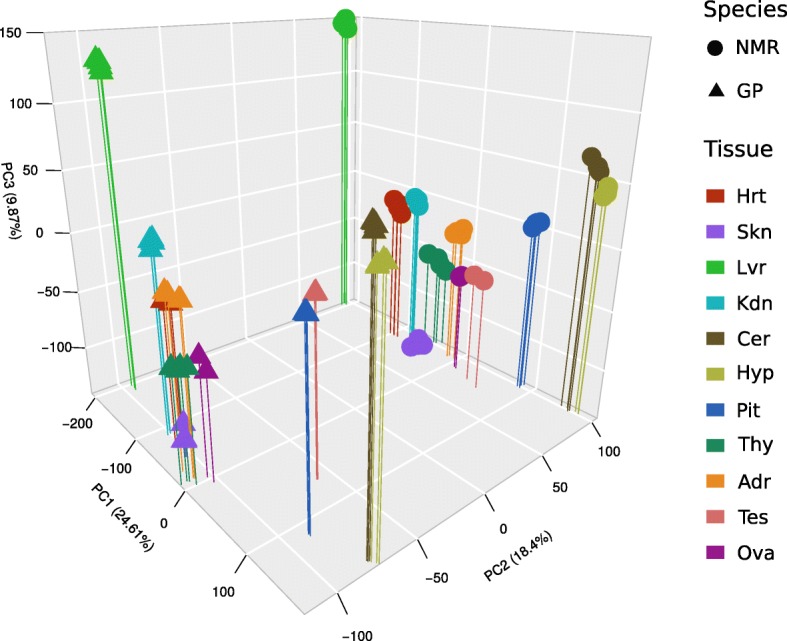
Principle component (PC) analysis of groups based on mean expression levels (four groups per tissue and species: 2 sexes × 2 statuses, except gonads; raw data provided in Additional file 2: Table S6). Tissues are separated by PC1 and PC3, species by PC2

### Cross-species DEGs are enriched in aging-related genes

To further characterize the species differences between the long-lived NMR and the shorter-lived GP, we determined gene expression differences based on orthologous transcribed regions that show high sequence similarity. This filtering method avoided potentially misleading signals that may arise from assembly artifacts or the comparison of different transcript isoforms and identified 10,127 genes suitable for further analyses.

Across all tissues, we identified 18,000 significant expression differences (EDs; 9651/8349 higher/lower expressed in NMR) in 5951 out of 10,127 genes (FDR < 0.01, |log_2_FC| > 2; Additional file2: Table S7, Additional file 3: Tables S1–S11). Among genes that are differentially expressed across all tissues (29 DEGs; Additional file 2: Table S8), we identified aging-related candidates that show consistent direction of expression change. For example, *RRAGB* (Ras related GTP binding B, Fig. 2a) and *TMEM8C* (transmembrane protein 8C) are higher expressed in NMRs. *RRAGB* interacts with mTORC1 complex [33, 34]. *TMEM8C* is essential for muscle regeneration [35] and might be linked to the resistance to muscle loss in aged NMRs [36, 37]. On the other side, among DEGs showing higher expression in GPs, we identified PLK4 (Polo-like kinase 4). PLK4 is involved in cell cycle and localizes to the centriole. Interestingly, overexpression of PLK4 mRNA has been observed in several cancer types [38].

**Fig. 2:**
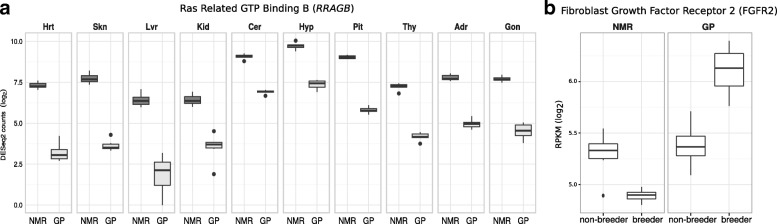
**a** Ras related GTP binding B (RRAGB) is consistently differentially expressed between species across all tissues. RRAGB is known to interact with mTORC1 complex [33, 34]. **b** Fibroblast Growth Factor Receptor 2 (FGFR2) shows opposing direction of expression between NMR and GP in breeders vs. non-breeders

To further assess the association of cross-species DEGs with aging, we examined their overlap with aging-related genes of human and mouse obtained from the Digital Ageing Atlas (DAA) [39]. This test revealed a significant overlap with DAA containing 1056 genes (17.74% of DEGs; *p* = 0.006, Fisher’s exact test (FET); Additional file 2: Table S9). The enrichment analysis of shared aging-related genes (Additional file 2: Table S10) reveals that the top-ranked GO term set is associated with lipid biosynthetic process (GO:0008610) (Additional file 1: Figure S4), a finding referring to existing links between lipid metabolism and lifespan [40, 41].

### Sexual differentiation and maturation in NMR are delayed until transition from worker to breeder

The DEGs between sexes were determined within the groups of non-breeders and breeders for each tissue and species (Table 1, Additional file 2: Table S11, Additional file 4: Tables S12–S47). 

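Non-breeder females and males (GP-N-FvM, 6 animals each, 5 males in Thy) differed in 661 EDs of 642 genes by edgeR, 383 higher and 278 lower in females. At an unadjusted p below 0.05 there were 12000 differences. Adr had 451 DEGs (282 higher in females), Pit 105 (58 higher), Kid 54 (8 higher) and Lvr 47 (31 higher), and Hrt, Skn, Cer and Hyp had 1 each. Thy had 0 DEGs by edgeR, 657 genes at an unadjusted p below 0.05 and 4 DEGs by DESeq2. The values of the 2 sexes did not overlap for 323 of the Adr DEGs, 86 of the Pit DEGs, 43 of the Kid DEGs and 37 of the Lvr DEGs. Among all genes, chance gives 0.216% for 6 animals against 6, and these genes were chosen for their difference, so their counts are no test of it. DESeq2 called 1571 EDs of 1495 genes. With only the non-breeders fitted, edgeR called 293 EDs (283 genes), without the libraries of 50 nt 380 (363 genes, 170 in Adr), and without the 4 males of 0.74 years 333 (323 genes).

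Single animals moved these counts by more than 1.5 times. Without female non-breeder 08 there were 392 EDs of 378 genes (253 in Adr), and without male non-breeder 19 there were 384 EDs of 374 genes (288 in Adr). The Pit count was 43 without female non-breeder 03, 64 without 06, 57 without 08, 63 without 11 and 56 without 13. It was 65 without male non-breeder 18, 47 without 19, 47 without 23 and 62 without 28. The Lvr count was 6 without female non-breeder 03, 124 without 06, 30 without 08, 81 without 09, 6 without 11 and 27 without 13. It was 8 without male non-breeder 18, 7 without 19, 5 without 23, 30 without 28 and 14 without 29. Of the breeders in the same fit, leaving out female 02 gave 29 Lvr DEGs, male 24 gave 29 and male 25 gave 27.

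In Adr, the serine protease gene PRSS50 had 4.94 ± 3.22 CPM (SD, n = 6) in females and 0.0960 ± 0.0643 CPM in males, a log2 fold change of 5.58 (standard error 0.64, FDR = 1.27e-05 from edgeR). ALS2CL had 1721 ± 864 CPM in females and 91.1 ± 31.3 CPM in males, a log2 fold change of 4.24 (standard error 0.40, FDR = 4.23e-06 from edgeR). The aquaporin gene AQP3 had a log2 fold change of -3.30 (standard error 0.56, FDR = 0.000839 from edgeR). In Kid, the aminotransferase gene AADAT had 0.246 ± 0.220 CPM in females and 135 ± 61.8 CPM in males, a log2 fold change of -8.91 (standard error 0.51, FDR = 1.14e-10 from edgeR). The carbonyl reductase gene CBR1 had a log2 fold change of -7.69 (standard error 0.74, FDR = 9.81e-07 from edgeR), with 275 CPM in male non-breeder 18 and 1508 to 1804 CPM in the other males. SLCO1B3 had 0 counts in the kidneys of the 6 females and 4.49 ± 3.19 CPM in males, at least 14.7-fold lower in females with a floor of 3 counts per library. In Pit, the acetylcholine receptor gene CHRNA1 had a log2 fold change of 3.62 (standard error 0.33, FDR = 1.96e-06 from edgeR), and the beta-defensin gene DEFB119 fell by 3.14 on the log2 scale in females (standard error 0.30, FDR = 1.96e-06 from edgeR). The translation initiation factor gene EIF2S3 was higher in females in 8 tissues, all but Thy, with log2 fold changes of 0.47 to 1.00.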

GP non-breeder females vs. males (GP-N-FvM) show over all tissues except gonads 1713 significant EDs in 1634 genes (FDR < 0.01, Table 1), primarily in Adr (858 DEGs), Lvr (383), Thy (347), and Kid (109). 

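Breeder females and males (GP-B-FvM, 6 animals each, 5 females in Thy and 5 males in Pit) differed in 2144 EDs of 2094 genes by edgeR, 1086 higher and 1058 lower in females, with 20059 differences at an unadjusted p below 0.05. Thy held 1521 of these DEGs (687 higher in females) and Adr 468 (334 higher). Pit had 60 DEGs (27 higher), Kid 51 (18 higher), Lvr 38 (14 higher) and Hrt 3, and Skn, Cer and Hyp had 1 each. DESeq2 called 3868 EDs of 3624 genes. With only the breeders fitted, edgeR called 1041 EDs (1017 genes), with read length as a covariate 418 (404 genes), without the libraries of 50 nt 430 (417 genes), without the 4 males of 0.74 years 314 (304 genes) and with the excluded thyroid library 1028 (1006 genes).

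The number of EDs was 1408 without female breeder 01, 846 without 02 and 955 without 15. It was 1238 without male breeder 20, 1169 without 22, 1264 without 24 and 1416 without 25. The numbers of genes were 1384, 828, 938, 1215, 1146, 1239 and 1392 in the same order. The Pit count was 29 without female breeder 14 and 30 without 15, and it was 18 without male breeder 16, 35 without 21, 21 without 24 and 31 without 25. The Kid count was 29 without female breeder 15 and 29 without male breeder 21. The Lvr count was 21 without female breeder 01, 21 without 02, 17 without 14 and 25 without 15, and 20 without male breeder 20, 19 without 22 and 22 without 24. Of the non-breeders in the same fit, leaving out female 08 gave 23 Lvr DEGs, male 19 gave 24 and male 29 gave 21. The Hrt count was 1 without female breeder 01, 14 or 15 or male breeder 16, 20, 21 or 22, 5 without female breeder 12 and 7 without male non-breeder 18.

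In Adr, HMGA2 had 0.259 ± 0.167 CPM (SD, n = 6) in breeder females and 6.44 ± 2.45 CPM in breeder males, a log2 fold change of -4.66 (standard error 0.63, FDR = 0.000105 from edgeR). The metalloproteinase gene MMP12 had a log2 fold change of 4.01 (standard error 0.63, FDR = 0.000402 from edgeR), with 13.9 CPM in male breeder 20 and 1.67 to 5.87 CPM in the other males. In Lvr, the fatty acid elongase gene ELOVL5 had 101.5 ± 22.9 CPM in females and 46.1 ± 14.3 CPM in males, a log2 fold change of 1.14 (standard error 0.19, FDR = 0.00247 from edgeR). ELOVL5 had an FDR of 0.0283 when only the breeders were fitted. Of 17 genes of fatty acid synthesis in Lvr, 1 was higher in females (7 when adjusted over the list alone), with a median log2 fold change of 1.07.

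**Figure D1:**
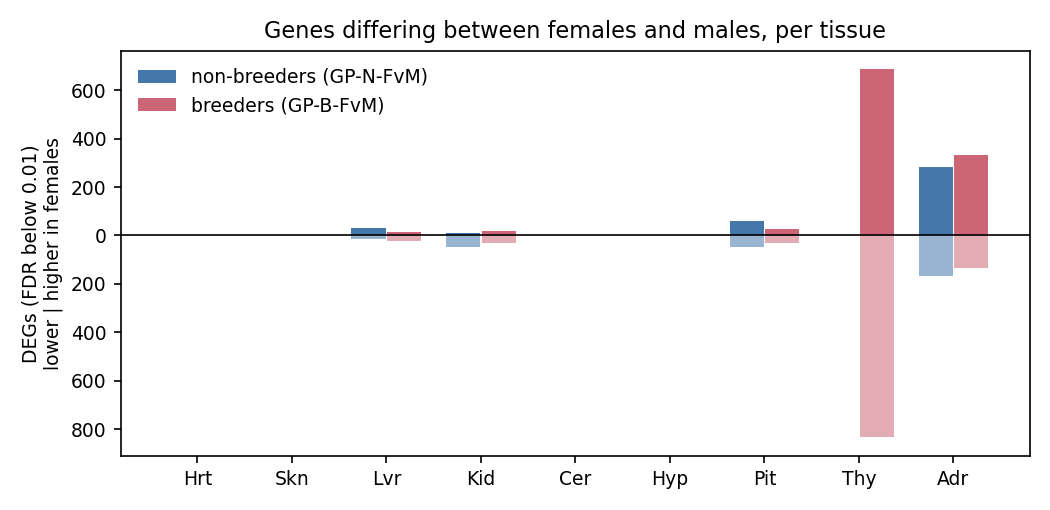
Number of DEGs (edgeR, FDR below 0.01) between female and male GPs in each of 9 tissues, for non-breeders and breeders. Thy has 0 in non-breeders and 1521 in breeders, and Adr 451 and 468.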

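The Thy difference between breeding females and males rested on 5 females, 3 of which had libraries of 50 nt, and on 6 males, 2 of which were 0.74 years old. Total counts were 11902191 to 15133258 in these females and 16218903 to 19161648 in these males. A median of 65.2% of the uniquely mapped reads were counted in the females and 72.8% in the males. Whether these differences affect the DEGs was not tested. The median change of the 1521 DEGs in their own direction was 0.71 on the log2 scale (quartiles 0.56 and 0.95). It was 0.73 for the 3 females of 50 nt and 0.69 for the 2 females of 51 nt, both against all 6 males, where the genes had been chosen over the same animals. With read length as a covariate 2 DEGs were called, without the libraries of 50 nt 0 by edgeR, and without the males of 0.74 years 4. With the excluded library, 405 were called. The count was 883 without female breeder 01, 365 without 02 and 423 without 15. It was 719 without male breeder 20, 976 without 21, 706 without 22, 771 without 24 and 971 without 25.

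HSD17B1, which encodes a dehydrogenase of estrogen synthesis, had 29.4 ± 3.59 CPM (SD, n = 5) in females and 13.6 ± 3.31 CPM (n = 6) in males, a log2 fold change of 1.11 (standard error 0.17, FDR = 0.00123 from edgeR). FOSL2 had 4.63 ± 1.33 CPM in females and 19.9 ± 9.07 CPM in males, a log2 fold change of -2.10 (standard error 0.35, FDR = 0.00123 from edgeR). The iodide transporter gene SLC5A5 had a log2 fold change of 2.15 (standard error 0.50, FDR = 0.00525 from edgeR). Its FDR was 0.012 without female breeder 02, 0.0227 without female breeder 15, 0.0136 without male breeder 24 and 0.0122 without male breeder 25. Of 78 nuclear genes of the respiratory chain and ATP synthase (OXPHOS), 36 were higher in females and 0 lower (46 higher when adjusted over the list alone), with a median log2 fold change of 0.47. The mean log2 level of 15 skeletal muscle genes was 1.98 above the median of the thyroids in female breeder 05, 1.26 in 02 and 1.24 in 01, and 0.04 above and 0.04 below it in 14 and 15. In the same libraries, the median OXPHOS level relative to the mean of the thyroids was 0.0955, 0.447, 0.58, 0.26 and 0.357. The camera test of limma with a preset correlation gave this list an FDR of 1.86e-13. Of 1590 such tests over lists, tissues and comparisons, 150 passed an FDR of 0.01 with the preset correlation, and 0 of these held with an estimated correlation. Of the OXPHOS genes, NDUFB2 had a log2 fold change of 0.84 (standard error 0.15, FDR = 0.00177 from edgeR). With read length as a covariate, the FDR was 0.0107 for HSD17B1, 0.0123 for FOSL2 and 0.0165 for NDUFB2, at log2 fold changes of 1.16, -2.09 and 0.76. Without the males of 0.74 years, each of the 3 genes had an FDR of 0.0109.

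**Figure D2:**
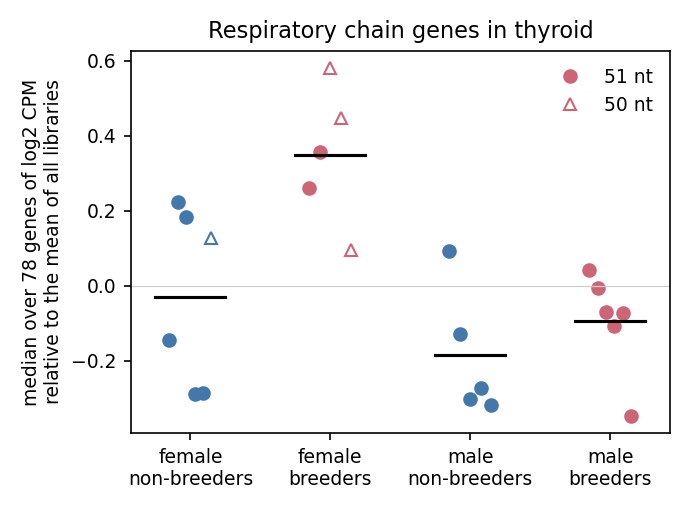
Median over 78 OXPHOS genes of log2(CPM + 1) minus the mean of the gene over the thyroid libraries, for each thyroid library (points) by group and read length. Breeder females lie between 0.10 and 0.58 and breeder males between -0.35 and 0.04.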

Between female and male GP breeders (GP-B-FvM), 3654/3398 EDs/DEGs were observed. These transcriptome data confirm a clear sexual differentiation among sexually mature GPs that further increases after onset of breeding. 

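Whether the sex difference itself changes with breeding status was tested as an interaction of sex and status in each of the 9 tissues. By edgeR, 0 genes passed in any tissue, and DESeq2 called 22 over all tissues. At an unadjusted p below 0.05 there were 2320 genes in Thy (smallest FDR 0.158), 1168 in Lvr (smallest FDR 0.396), 1001 in Pit (smallest FDR 0.0652) and 588 in Kid (smallest FDR 0.888), and between 309 and 410 in Hrt, Skn, Cer, Hyp and Adr. Chance gives a share of 0.05 of the 12439 to 13957 genes tested per tissue.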

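The non-breeder and breeder comparisons of the sexes use different animals. Both come from 1 fit per tissue, with the same filter and the same estimate of spread for each gene, so their calls are not fully independent. Fisher's exact test of their overlap also takes genes as independent. Of the 642 and 2094 genes called in any tissue, 361 were called in both, where 87.8 are expected by chance among the 15310 genes tested (odds ratio 9.59, p = 1.21e-150, one-sided Fisher's exact test). By DESeq2, 787 were shared. With edgeR, 133 were shared when only the compared groups were fitted, 140 without the 4 males of 0.74 years, 146 without the libraries of 50 nt, 211 with read length as a covariate and 236 without male non-breeder 19. Within the same tissue, 329 calls were shared, and each had the same direction in both statuses, 224 higher and 105 lower in females. Adr held 266 of them (200 higher in females), Kid 33 (7 higher), Pit 19 (8 higher) and Lvr 7 (5 higher), and Thy 0. Called in non-breeders alone were 332, and in breeders alone 1815. Across all genes tested, Spearman's rho between the log2 fold changes of the 2 statuses was 0.602 in Adr, 0.415 in Thy and 0.0806 in Kid, where genes are not independent replicates.

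**Figure D3:**
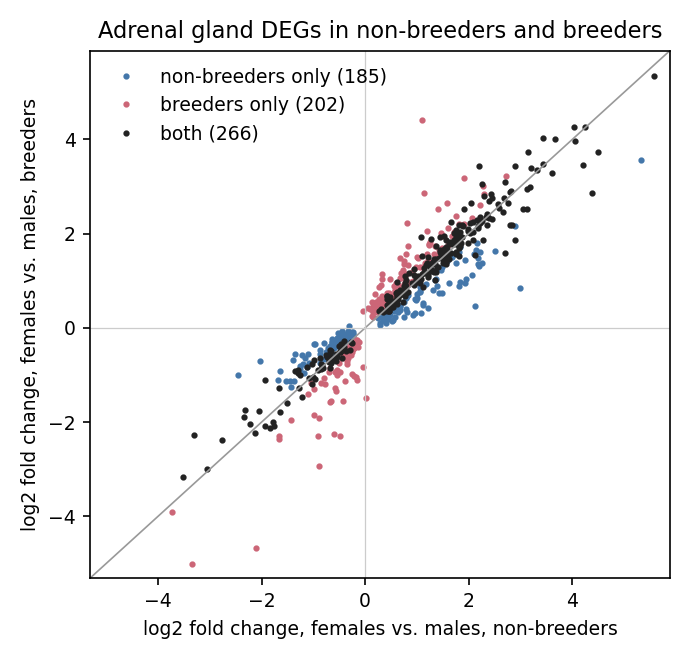
Log2 fold changes between females and males in Adr for genes called in either status, in non-breeders on the horizontal axis and in breeders on the vertical axis. The 266 genes called in both statuses have the same sign in both.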

Breeders have 790 DEGs in common with non-breeders (*p* < 2.2 × 10^−16^, FET; Fig. 3a). 

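No GO annotation was at hand, so lists of immune genes written beforehand were tested among the 361 shared sex DEGs with one-sided Fisher's exact tests. Of 22 genes of macrophages and other myeloid cells, 8 were shared DEGs where 0.519 are expected (odds ratio 24.2, FDR = 4.03e-07). The test takes genes as independent, while the estimated correlation between the genes of this list in Adr was 0.572. They were AIF1, CYBB, FCER1G, LAPTM5, MSR1, SPI1, TYROBP and VSIG4. Of 24 genes of leukocyte migration and cytokines, 4 were shared (FDR = 0.0141), of 15 B cell genes 1 (FDR = 0.635), and of the lists of T cells, interferon response and complement 0. With genes tested in all 9 tissues as background, leukocyte migration had 4 of 14 genes shared (FDR = 0.00244).

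In Adr, 8 of 20 tested macrophage genes were higher in non-breeder females (9 when adjusted over the list alone) and 0 lower, with 19 of 20 log2 fold changes above 0 and a median of 1.16. In breeder females 9 of 20 were higher (9 when adjusted over the list alone), with 18 above 0 and a median of 1.07. The camera test gave this list in Adr an FDR of 4.49e-07 in non-breeders and 3.07e-07 in breeders with the preset correlation, and 0.92 in both with the estimated correlation of 0.572. In the same comparisons, 5 and 0 of 16 adrenal medulla genes had a log2 fold change above 0, with medians of -0.28 and -0.95. The lysosomal membrane gene LAPTM5 had 84.9 ± 35.7 CPM (SD, n = 6) in non-breeder females and 25.2 ± 7.05 CPM in non-breeder males, a log2 fold change of 1.75 (standard error 0.32, FDR = 0.00161 from edgeR). Of these males, non-breeder 18 had 38.8 CPM and the others at most 26.6 CPM. In breeders its log2 fold change was 1.82 (standard error 0.32, FDR = 0.0012 from edgeR). The oxidase gene CYBB had log2 fold changes of 2.21 in non-breeders (standard error 0.36, FDR = 0.000693 from edgeR) and 2.35 in breeders (standard error 0.36, FDR = 0.000336 from edgeR). In Lvr of breeders, 0 of 20 macrophage genes passed over all genes by edgeR and 6 were lower in females when adjusted over the list alone. Their median log2 fold change was -0.59, with 0 above 0.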

Functional enrichment analysis of these shared genes reveals among the highest ranked GO sets immune system-related terms (Additional file 1: Figure S5, Additional file 2: Table S12).

**Table 1:** Numbers of DEGS identified in the different comparisons (FDR < 0.01)

Tissue	Female vs. male				Breeder vs. non-breeder			
	Non-breeder		Breeder		Females		Males	
	GP	NMR	GP	NMR	GP	NMR	GP	NMR
Hrt	4	10	89	13	2	3	0	0
Skn	6	6	3	5	5	1	0	223
Lvr	383	4	235	10	71	0	9	1
Kid	109	6	106	21	1	4	0	0
Cer	1	5	2	25	0	15	0	0
Hyp	2	8	1	11	0	5	2	0
Pit	347	9	307	47	114	114	2	1
Thy	3	0	2087	1791	675	285	1	0
Adr	858	4	824	533	0	201	1	4
Gon	–	–	–	–	18	502	3	381
ED*	1713	52	3654	2456	886	1130	18	610
NR†	1634	22	3398	2360	883	1078	14	598

*Significant expression differences across tissues

†Non-redundant set of significant expression differences across tissues

**Fig. 3:**
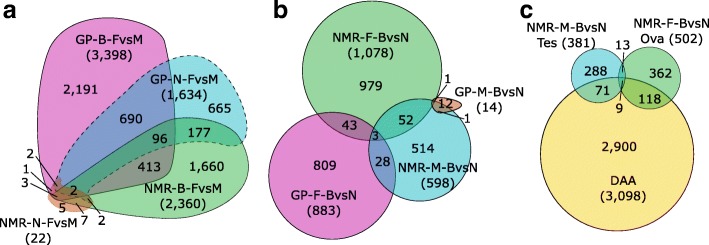
Euler diagrams showing overlaps of DEGs. **a** Female vs. male. **b** Breeder vs. non-breeder. **c** Gonads of NMR breeder vs. non-breeder and aging-related genes from the Digital Ageing Atlas (DAA)

Similar to GP-B-FvM, NMR-B-FvM showed 2456/2360 sex-related EDs/DEGs (FDR < 0.01), mostly in Thy (1791) and Adr (533). The overlap with GP-B-FvM is with 514 DEGs considerable but does not reach significance (*p* = 0.062, FET; Fig. 3a). Nevertheless, these data indicate basic similarities in sexual differentiation among breeders of both species.

Surprisingly, only 22 NMR-N-FvM EDs/DEGs were detected across all tissues (Table 1, Additional file 2: Table S13), indicating an only minor sex differentiation between NMR non-breeding females and males on the transcriptional level, consistent with the almost absent sexual dimorphism among non-breeding NMRs [28, 29].

### Status change of NMRs is accompanied by major changes in the endocrine system

The DEGs between breeders and non-breeders were determined within the same sex for each species (Table 1; Additional file 2: Table S14, Additional file 5: Table S48–S87). 

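Female breeders and non-breeders (GP-F-BvN, 6 animals each, 5 breeders in Thy) differed in 4 EDs by edgeR over 10 tissues, 2 in Lvr and 2 in Pit, in 0 EDs by edgeR with only the females fitted, and in 1073 EDs of 1068 genes by DESeq2. In Thy, edgeR called 0 genes with a smallest FDR of 0.0135, 3900 genes had an unadjusted p below 0.05, and DESeq2 called 877. Kid had 0 by edgeR with 1506 at an unadjusted p below 0.05, Skn 0 with 834, Cer 0 with 610, Hrt 0 with 412 and Hyp 0 with 255. The genes tested were 13135, 13505, 13487, 12439 and 13910 in the same order, of which chance gives a share of 0.05. By DESeq2, Kid, Skn, Cer, Hrt and Hyp had 1 call together.

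Leaving out single animals moved the number of EDs from 4 to 12 without female breeder 02, 78 without 05, 465 without 14 and 2 without 15. It moved to 422 without male breeder 16, and to 27 without female non-breeder 03, 589 without 08 and 2 without 11. The Thy count was 74 without female breeder 05, 463 without 14, 418 without male breeder 16 and 585 without female non-breeder 08. The Pit count was 12 without female breeder 02, 4 without 05 and 25 without female non-breeder 03. The Lvr count was 0 without female breeders 02, 05, 14 or 15 or female non-breeder 11, 4 without female non-breeder 06 and 1 without 09.

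In Pit, the calsyntenin gene CLSTN3 had 194.5 ± 12.0 CPM (SD, n = 6) in breeders and 260.7 ± 21.1 CPM in non-breeders, a log2 fold change of -0.42 (standard error 0.05, FDR = 0.000787 from edgeR). GADD45A had 8.31 ± 1.22 CPM in breeders and 14.9 ± 1.91 CPM in non-breeders, a log2 fold change of -0.84 (standard error 0.11, FDR = 0.000913 from edgeR). Both had an FDR of 0.0186 when only the females were fitted. In Lvr, the glutamate receptor gene GRIN3B had a log2 fold change of -2.34 (standard error 0.35, FDR = 0.00536 from edgeR). Its FDR was 0.0201 without female breeder 02, 0.0188 without 05, 0.0138 without 14 and 0.0158 without 15, and 0.012 without female non-breeder 09 and 0.0239 without 11.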

Females showed a similar amount of EDs/DEGs in both species (GP-F-BvN: 886/883, NMR-F-BvN: 1130/1078) but have only 46 DEGs in common (Fig. 3b). This is less than expected by chance, although not reaching significance (*p* = 0.075, FET for depletion), and indicates that the molecular signature of the transition from female non-breeder to breeder is different in both species. For example, in GP-F-BvN, only 18 DEGs are observed in Ova and none in Adr, while in NMR-F-BvN, these tissues show most of the differences with 502 and 201 DEGs, respectively. 

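In the GP ovaries, edgeR called 0 of 13125 genes between breeders and non-breeders (smallest FDR 0.141), 1325 genes had an unadjusted p below 0.05, and DESeq2 called 16. In Adr of females, 0 genes were called by edgeR (smallest FDR 0.84) and 0 by DESeq2, with 696 at an unadjusted p below 0.05. Of 29 cell division genes in Ova, 1 had a log2 fold change above 0, and their median was -0.44 (camera FDR = 2.32e-05 with the preset and 0.92 with the estimated correlation). Among the ovaries, granulosa cell genes were 2.092 above the median of the tissue in mean log2 CPM in female non-breeder 03 and 1.758 in female breeder 05, and ciliated epithelium genes 4.429 in female non-breeder 06. Of 16 adrenal medulla genes in Adr, 0 had a log2 fold change above 0, and their median was -2.02 (camera FDR = 3.89e-09 with the preset and 0.92 with the estimated correlation). Over these genes, the adrenal glands of female non-breeders 13 and 09 were 2.835 and 1.624 above the median of the tissue in mean log2 CPM.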

Functional enrichment analysis of DEGs in NMR Ova identifies reproductive structure development (GO:0048608) as the highest ranked category (Additional file 1: Figure S6, Additional file 2: Table S15). The same analysis in Adr revealed an obvious directionality in expression changes. DEGs are preferentially upregulated among highest ranked GO term sets (Additional file 1: Figure S7, Additional file 2: Table S16), e.g., in reproduction (GO:0000003, 24 of 28) and endocrine system development (GO:0035270, 17 of 18). Tallying with this, Cer DEGs are enriched and upregulated in steroid metabolic process (GO:0008202, 6 of 6 upregulated) and response to hormones (GO:0009725, 7 of 7) (Additional file 1: Figure S8, Additional file 2: Table S17).

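Male breeders and non-breeders (GP-M-BvN, 6 animals each, 5 breeders in Pit and 5 non-breeders in Thy) differed in 0 EDs by edgeR over 10 tissues and in 9 EDs of 8 genes by DESeq2. At an unadjusted p below 0.05 there were 1225 genes in Lvr (smallest FDR 0.0383), 1125 in Tes (smallest FDR 0.177), and between 147 in Skn and 777 in Adr in the other 8 tissues. Between 12439 and 13957 genes were tested per tissue, of which chance gives a share of 0.05. In Tes, DESeq2 called 3 genes. Without male non-breeder 18, edgeR called 3 EDs over all tissues.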

In male GPs, status-related differences (GP-M-BvN) were almost absent across all tissues (only 18 EDs/14 DEGs, Table 1). In contrast, NMR-M-BvN showed 610/598 EDs/DEGs, predominantly in Tes (381) and Skn (223). NMRs share 55 status-related DEGs in both sexes (*p* = 0.008, FET; Additional file 2: Table S18), while the few status-related changes in male GPs showed no overlap with those in females (Fig. 3b). 

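Between the 4 genes called by edgeR in GP females and the 0 called in GP males, 0 were shared. With DESeq2, the numbers were 1068 in females and 8 in males, and 0 were shared.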

Among shared DEGs in NMRs, 10 genes involved in endocrine signaling were identified, including *SSTR3* (somatostatin receptor), *TAC4* (tachykinin), *PRDX1* (peroxiredoxin 1), and ACPP (acid phosphatase, prostate), as well as in general signaling via cAMP signaling (three genes) and through G-protein coupled receptors (four genes) further underlining that social status transition in NMR is associated with changes in the endocrine system.

### Mitochondrial genes show opposed expression changes in Tes and Skn after status change of NMR males

In NMR-M-BvN Tes, functional enrichment analysis revealed as highest ranked metabolism- and energy-related GO sets. DEGs enriched therein are mostly upregulated, e.g., lipid biosynthetic process (GO:0008610, 75 of 82 genes) and oxidation-reduction process (GO:0055114, 64 of 64) (Additional file 1: Figure S9, Additional file 2: Table S19). Furthermore, we observed an upregulation of response to stimulus (GO:0050896, 79 of 106), in line with an upregulation of steroid metabolic process (GO:0008202, 28 of 28) included in lipid biosynthetic process set. In accordance with the dominance of energy-related processes, DEGs are enriched and preferentially upregulated in the top GO cellular component terms mitochondria (GO:0005739, 61 of 62) and peroxisomes (GO:0005777, 13 of 13) (Additional file 2: Table S20). Together, this indicates increased demands of energy, e.g., to produce steroid hormones in Tes of NMR breeders.

Similar to Tes, Skn showed enrichment of energy-related processes (Additional file 2: Table S21, Additional file 1: Figure S10). However, GO term sets in Skn are mostly downregulated, including energy derivation by organic compounds (GO:0015980, 36 of 38 genes) and oxidation-reduction process (GO:0055114, 42 of 46). Consistently, this includes genes associated with mitochondria (GO:0044429, 56 of 57) and respiratory chain (GO:0070469, 11 of 11).

The overlap between mitochondrial DEGs in Tes and Skn comprises six genes (*p* = 7.27 × 10^−8^, FET; Fig. 4). Among common genes, *PINK1* (PTEN induced putative kinase 1) is 1.5-fold upregulated in Tes and 2.5-fold downregulated in Skn, indicating a role in regulation of mitophagy [42] in both tissues.

**Fig. 4:**
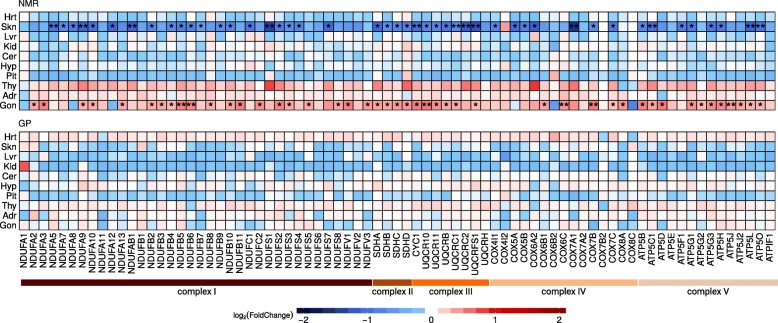
Expression changes of nuclear genes encoding for mitochondrial respiratory chain complexes in status change of male NMRs (top) and GPs (bottom). DEGs are indicated by asterisk (*FDR < 0.05, **FDR < 0.01). Only NMRs show significant expression differences (skn 46 genes, mean fold-change 0.76; tes 46 genes, mean fold-change 1.89)

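In male GPs, 74 to 78 nuclear OXPHOS genes passed the filter per tissue. At an FDR below 0.05, edgeR called 0 of them between breeders and non-breeders in each of the 10 tissues, and 0 when adjusted over the list alone. At an unadjusted p below 0.05 there were 16 in Pit, 7 in Tes, 5 in Lvr, 2 in Cer, 1 each in Hrt, Kid, Hyp and Adr, and 0 in Skn and Thy. In Tes, the median log2 fold change was 0.01 over 76 genes, 40 of them above 0, from -0.36 for COX7B to 0.15 for NDUFB1. In Skn the median was -0.06, with 12 of 76 above 0. The median was lowest in Kid at -0.23, with 1 of 77 above 0, and highest in Hrt at 0.11, with 75 of 77 above 0.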

To follow up the mitochondria-related findings, a “mitonuclear ratio” was determined as the RNA-seq read count ratio of mitochondrial-encoded genes versus nuclear-encoded genes. It differs largely between tissues and species (Additional file 2: Table S22). Hrt showed the highest mitonuclear ratio, with a minor difference between species (NMR 30.1%, GP 30.4%). Tes showed the lowest ratio, particularly in GPs (NMR 5.5%, GP 0.9%), and a 43.1% increase in NMR-M-BvN (Additional file 1: Figure S11). This increase is accompanied with an upregulation of nuclear genes encoding for mitochondrial respiratory chain complexes (Fig. 4; Additional file 2: Table S23). The expected increase in ROS is compensated by an on average 1.59-fold upregulation of eight antioxidant DEGs (Additional file 2: Table S24). Consistent with functional enrichment analysis mentioned above, an opposing effect in Skn of NMR male breeders was observed, which showed a decline in mitonuclear ratio together with a downregulation of nuclear genes of the respiratory complexes (Fig. 4). In line with the downregulation of the oxidative phosphorylation pathway (OXPHOS), a downregulation of antioxidant enzymes SOD2 (superoxide dismutase 2, 2.64-fold) and PRDX3 (peroxiredoxin 3, 2.14-fold) was observed. In general, downregulation of OXPHOS is linked to an extended lifespan [40, 43–45].

### NMR status-related DEGs are enriched in aging-related genes

Guided by the exceptional long life- and healthspan of NMR breeders, we searched our transcriptome data for molecular signatures relating to this phenomenon. First, we found that only NMRs show status-related DEGs that are significantly enriched for aging-related genes from DAA (Additional file 2: Table S25): males in Skn (55 genes; *q* = 0.0012, FET, *q* refers to *p* values adjusted for multiple testing) and Tes (80 genes, *q* = 0.01), and females in Ova (127 genes; *q* = 1.2 × 10^−7^), Thy (59 genes, *q* = 0.033), and Adr (43 genes, *q* = 0.038). The significant overlap of 22 DEGs between NMR-F-BvN and NMR-M-BvN in Gon (*p* = 0.0035, FET) contains nine aging-related genes (*p* = 0.004, Fig. 3c). In GP, only the non-redundant set of DEGs in GP-F-BvN showed a tendency of enrichment (160 genes, *q* = 0.051), in contrast to NMRs, which showed enrichment in males (134 genes, *q* = 4.5 × 10^−5^) and females (245 genes, *q* = 7 × 10^−9^).

Second, we hypothesized that reproduction impacts the life expectancy of NMR and GP differently. Therefore, we searched for status-related DEGs that are shared in both species but show opposing direction of expression. These genes might mark different coping mechanisms with the metabolic load of reproduction. As described above, the overlap of DEGs between species is very low (Additional file 2: Table S26). Nevertheless, opposing direction of expression change can be observed in Ova (1 of 2 shared DEGs) and female thyroid (8/8) and testis (1/1). For example, the fibroblast growth factor receptor 2 gene (*FGFR2*), linked to aging (AgeFactDB) [46], is in Ova downregulated in NMRs, but upregulated in GPs (Fig. 2b).

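In GP ovaries, FGFR2 had 446.5 ± 80.7 CPM (SD, n = 6) in breeders and 273.7 ± 42.4 CPM (n = 6) in non-breeders. The log2 fold change was 0.71 (standard error 0.14, unadjusted p = 0.000199, FDR = 0.332 from edgeR over 13125 genes). By DESeq2 the log2 fold change was 0.71 with an FDR of 0.00206. An exact two-sided permutation test of log2 CPM gave p = 0.004329, and 5 of 6 breeders had more than the highest non-breeder. FGFR2 was tested because the paper names it from the same ovaries, so neither value is an independent test. Leaving out single animals gave log2 fold changes of 0.64 to 0.79. The paper proposes that genes with opposite changes with status in the 2 species might mark different ways of coping with the metabolic load of reproduction.

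**Figure D4:**
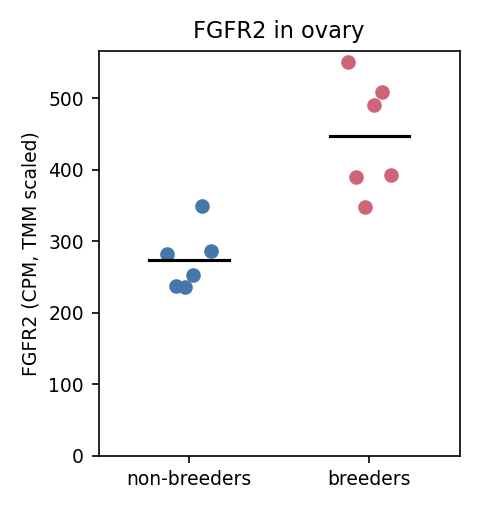
TMM-normalized CPM of FGFR2 in the ovaries of 6 breeder and 6 non-breeder females (points), with the mean of each group (line). Breeders lie between 347.5 and 550.4 and non-breeders between 236.2 and 348.8.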

Third, and based on the assumption that status-related EDs with the greatest interspecies difference (regardless of directionality) have an impact also on species-specific aging trajectories of breeders, we determined enrichment of aging-related genes in the upper quintile of those genes (Additional file 2: Table S27). In males, we found significant enrichments of DAA genes in Skn (*q* = 7.04 × 10^− 7^) and Tes (*q* = 0.0025), in females in Skn (*q* = 0.0064), Hrt (*q* = 0.0024), Pit (*q* = 0.0053), and Ova (*q* = 0.0013). Further functional enrichment analysis of these aging-related gene sets reveals differences between sexes. In males, the non-redundant set of genes shows enrichment for lipid metabolism (GO:0006629), energy metabolism (energy derivation by oxidation of organic compounds, GO:0015980; mitochondrial ATP synthesis coupled proton transport, GO:0042776), glutathione metabolic process (GO:0006749), and immune system (innate immune response-activating signal transduction, GO:0002758) (Additional file 2: Table S28, Additional file 1: Figure S12). Females showed enrichment in positive regulation of tumor necrosis factor production (GO:0032760) and negative regulation of programmed cell death (GO:0043069) (Additional file 1: Figure S13, Additional file 2: Table S29).

### Status-related changes in NMR contradict the disposable soma theory

Moreover, we assessed the connection of cross-species DEGs with expression changes that are associated with status change in each species. Based on DEGs shared in two comparisons (NMR vs. GP and breeder vs. non-breeder, FDR < 0.05), we performed correlation analyses of fold changes in each species. We hypothesized—in agreement with the disposable soma theory of aging—a negative impact of reproduction on lifespan for GP and—in contradiction to this theory—an inverse effect for NMR. This was confirmed by opposing correlations (combined *p* = 4.2 × 10^−9^) (Lancaster procedure [47]), negative correlation for GP and positive correlation for NMR (Fig. 5). This means that DEGs with higher expression in NMR than GP are preferentially upregulated in NMR breeders compared to non-breeders, and vice versa; in other words, a transcriptome pattern associated with longevity (NMR vs. GP) is reinforced by the status transition (breeder vs. non-breeder) and thus may in agreement with evolutionary theories of aging in eusocial organisms contribute to the exceptional long life- and healthspan of NMR breeders.

**Fig. 5:**
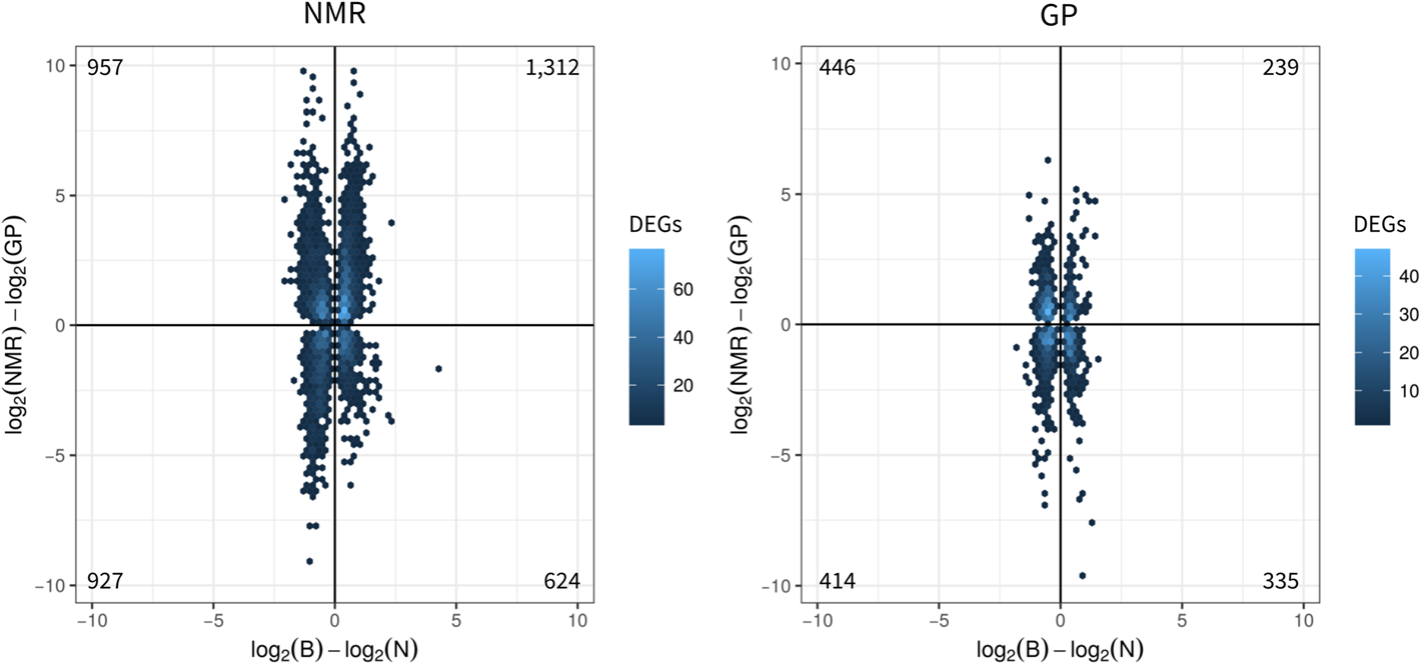
DEGs (FDR < 0.05) occurring in both comparisons: cross-species (NMR vs. GP, *y*-axes) and status change GPs (breeder vs. non-breeder, *x*-axes) separately for NMRs and GP. Correlation analysis between species shows opposing correlation (Lancaster procedure [47], *p* = 4.2 × 10^−9^), while status-related DEGs in NMR are positively correlated with cross-species DEGs (DEGs = 3820; spearman correlation = 0.17, *p* = 3.2 × 10^−27^), status-related DEGs in GP show a negative correlation (1434; −0.1; 1.8 × 10^− 4^)

## Discussion

Our comparative study of breeders vs. non-breeders of the eusocial long-lived NMR and the polygynous and shorter-lived GP has afforded us a comprehensive set of transcriptome data, providing insights into molecular networks underlying naturally evolved interspecies differences in sexual maturation and links between reproduction and aging. Both species can breed year-round and produce four to five litters per year [48, 49]. Both have a similar average gestation period of ~ 70 days, which is long compared to similarly sized species. Notably, NMRs produce on average 10.5 offspring per litter—twice the number produced by similarly sized rodents and over three times higher than GPs (average 3.2 offspring) [48, 49]. This underscores the apparent contradiction of the NMR queen’s enormous metabolic load and extraordinarily long life- and healthspan [4] to the disposable soma theory of aging [20], indicating that a natural means to extended healthspan remains to be uncovered in NMRs.

A first study to identify adaptations to unique NMR traits at the transcriptome level compared liver gene expression of young adult non-breeding male NMRs and mice [50]. Higher NMR transcript levels were observed for genes associated with oxidoreduction and mitochondria. This present study, more comprehensive in several aspects (sex, breeding status, numbers of animals, and tissue samples), is based on a comparison of NMR vs. GP, which are phylogenetically closer than NMR and mouse (Additional file 1: Figure 1). It revealed that between NMR and GP, 58.8% of the analyzed genes are differentially expressed and that these DEGs are significantly enriched for aging-related genes. Among the latter, the main functional commonality is their association with lipid metabolism. Links of this molecular network to longevity of NMR were also obtained by a parallel proteome comparison of NMR and GP livers [51]. This study also shows that NMR liver mitochondria exhibit an increased capacity to utilize fatty acids.

In respect of sex-specific molecular signatures among either breeders or non-breeders in NMR and GP, the main finding is a near complete absence of significant transcriptional differences between sexes in non-breeding NMRs. This is in stark contrast to non-breeding GPs of an even younger age, where we observed more than a thousand DEGs, and fits the grossly identical morphology and identical behavior of non-breeding NMR’s in stable colonies [30]. GP non-breeders and breeders share a large and highly significant number of sex-related DEGs. These DEGs, among others, are enriched in GO terms related to steroid metabolism and immune system. 

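Of 28 genes of steroid hormone synthesis, listed beforehand, 0 were among the 361 sex DEGs shared by GP non-breeders and breeders, where 0.66 are expected by chance, so the list was too small to test for a lower or similar share. The paper's terms are of steroid metabolism, which a list of synthesis genes covers only in part. In Lvr, TSPO was higher in non-breeder females with a log2 fold change of 0.90 (standard error 0.16, FDR = 0.0068 from edgeR). Its FDR was 0.0194 without female non-breeder 03, 0.0217 without 11, 0.0163 without male non-breeder 18, 0.0162 without 19, 0.0217 without 23, 0.0111 without 28 and 0.0178 without 29. Of 49 genes of drug and xenobiotic metabolism, 6 were shared sex DEGs (FDR = 0.00931), which were ALDH2, CYP2S1, GSTA1, GSTM1, SULT1B1 and SULT1E1. Over genes tested in all 9 tissues, 3 of 20 were shared (FDR = 0.0709).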

The effect of gonadal steroids on the immune system is well described in GPs and other mammals [52]. After separation of NMR non-breeders from their colony, sexes became not only distinguishable by morphology and behaviour [27, 30], but also by gene expression. This differentiation on transcriptional level provides further molecular support for the previously described suppression of sexual maturation in non-breeding adult NMRs by social stress [8, 27] and identified major changes in the endocrine system after status change in NMRs, but not in GPs (Additional file 6: Text S1). 

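In the GP testes, male breeders and non-breeders (n = 6 each) had 106 ± 39.1 and 137 ± 39.6 CPM of STAR, a log2 fold change of -0.37 (standard error 0.28, FDR = 0.767 from edgeR). CYP11A1 changed by -0.39 (FDR = 0.601 from edgeR) and LHCGR by -0.34 (FDR = 0.856). In ovaries, CYP11A1 changed by 0.04 (FDR = 0.962 from edgeR). In Pit of females, FSHB had 139 ± 39.9 CPM in breeders and 464 ± 268 CPM in non-breeders, a log2 fold change of -1.74 (standard error 0.35, FDR = 0.0283 from edgeR). LHB changed by -0.50 (FDR = 0.248 from edgeR), CGA by -0.51 (FDR = 0.234) and PGR by 0.44 (FDR = 0.26).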

Notably, we found no significant differences in gonadotropin-related genes (Additional file 6: Text S2), indicating similar transcript turnovers in both non-breeders and breeders—in line with previous results indicating that LH is stored in non-breeders, ready to be released upon GnRH signaling [53].

Glucocorticoids have been linked to stress, reproduction, and social behavior in a variety of species, including members of muroidae, primates, and cichlids [54–56]. In NMRs, however, correlation between social status and urinary cortisol is not clear and seems to depend on colony stability [57, 58]. Here, we observed a significant upregulation of *NR3C1* (glucocorticoid receptor) in Tes of NMR male and Thy of female breeders (Additional file 4: Tables S55,S67). Interestingly, this is in line with elevated expression of glucocorticoid receptor in Tes in African cichlid breeders, where males can reversibly change between dominant and subordinate phenotypes [59]. Similar to NMRs, only dominant phenotypes are reproductively active. Moreover, in male African cichlids, aggression is negatively correlated with expression of *SSTR3* (somatostatin receptor 3) in Tes. Similarly, we observed significant downregulation of *SSTR3* in NMR breeder Tes (Additional file 5: Table S67). This indicates that *SSTR3* may also be associated with social dominance in NMRs.

As our study was primarily motivated by the exceptional long life- and healthspan of NMR breeders, we sought evidence indicating that NMR status change has an impact on genes involved in aging. We found enrichment of aging-related genes in the non-redundant DEG sets of males and females, as well as enrichment in most tissues showing at least 50 DEGs (male Skn and Tes; female Ova, Thy, and Adr). This contrasts with our observations in GPs, which showed only a tendency of aging relation for the non-redundant set of status-related DEGs in females.

We further observed significant tissue-specific changes in OXPHOS of male NMR breeders. While Tes showed an upregulation of nuclear-encoded mitochondrial genes and a respective increase in mitonuclear transcript ratio, Skn showed the opposite. Significant enrichments of genes involved in fatty acid metabolism among status-related DEGs in both NMR tissues were also noted. Consistent with the role of mitochondria in lipid homeostasis and the observed directionality of changes in OXPHOS, fatty acid metabolism DEGs in Tes were preferentially upregulated and in Skn, downregulated. While the increased mitochondrial activity in Tes probably complies with demands of energy for the production of sex steroids and their anabolic effect on physiology, such as growth of testis [24], the observed changes in Skn may indicate a link to the extraordinary healthspan of male NMR breeders. It has previously been observed that inhibition of complex I activity during adult life prolongs lifespan and rejuvenates the tailfin transcriptome in short-lived fish [44]. Enhanced lipid metabolism and reduced mitochondrial respiration were also linked to NMR longevity in a parallel liver proteome study comparing NMR vs. GP and old vs. young NMR [51]. From nematodes to humans, it has been shown that lifespans differ between sexes and that aging is a sex- and tissue-specific process [60–63]. In agreement therewith, this potential mechanism to slow down Skn aging rates was only observed in male NMRs.

Finally, we performed a correlation analysis between species (NMR vs. GP) and status (breeder vs. non-breeder) EDs, confirming the basic hypothesis of the present work: in contrast to GP and in line with recent demographic studies performed in NMRs [17] and with evolutionary theories of aging in eusocial organisms, the transition into breeders results in molecular signatures linked to extended life- and healthspan only in NMRs. Genes which are higher or lower expressed in NMR compared to GP are also preferentially up- or downregulated in NMR breeders (positive correlation), opposite to GPs (negative correlation). In other words, the positive correlation in NMR contradicts the disposable soma theory of aging, as EDs contributing to a long lifespan (higher/lower expression in NMR than GP) are preferentially increased in NMR breeders compared to non-breeders, while diminished in GPs—as suggested by this theory.

## Conclusion

Taken together, our comparative transcriptome analysis of breeders vs. non-breeders of the eusocial, long-lived NMR vs. the polygynous and shorter-lived GP identifies molecular networks underlying socially regulated sexual maturation and naturally evolved extended life- and healthspan that encourages further functional and mechanistic investigations of these extraordinary NMR phenotypes.

## Methods

### Animals

#### Naked mole-rats

NMR colonies were kept inside a climatized box (2 × 1 × 1 m) in artificial burrow systems, consisting of eight cylindrical acrylic glass containers (diameter 240 mm, height 285 or 205 mm). The latter functioned as variable nest boxes, food chambers, or toilet areas, and were interconnected with acrylic tubes having an inner diameter of 60 mm. Husbandry conditions were stabile during the entire experimental period of 22 months. Temperature and humidity were adjusted to 27.0 ± 2.0 °C and 85.0 ± 5.0%, respectively. In general, the NMR colonies were kept in darkness except for 2 to 4 h of daily husbandry activities. Fresh vegetable food was provided daily and ad libitum. In addition, commercial rat pellets (Vita special, Vitakraft GmbH, Bremen, Germany) were fed as an additional source of protein and trace elements.

To turn them into breeders, randomly selected non-breeding animals derived from two long-term (> 4 years) established colonies of more than 50 individuals were separated and paired with the opposite sex. As non-breeder controls, litter siblings of paired animals remained in their colonies as workers. After the lactation period of the second set of live offspring, the tissue sampling was scheduled. To avoid further pregnancies in the females, male partners were removed and euthanized 8–10 days postpartum. The tissue collection in the females took place 40–50 days after the end of last pregnancy.

#### Guinea pigs

GPs (breed: Dunkin Hartley HsdDhl:DH, Harlan Laboratories, AN Venray, Netherlands) were housed in standardized GP cages (length 850 mm, width 470 mm, height 450 mm) in breeding pairs plus offspring or in same-sex pairs of two. Commercial guinea pig pellets and commercial pet food hay (Hellweg Zooland GmbH, Berlin, Germany) were provided together with vitamin C-enriched water ad libitum. Housing temperature and humidity were 18.0 ± 2.0 °C and 45.0 ± 5.0%, respectively. A 12-h light/dark regime was provided.

After an initial adaption period of 6 to 8 weeks, the GPs were randomly divided in breeding pairs or in same-sex pairs of two. The offspring were separated from their parents after weaning (~ 3 weeks postpartum). Tissue collection was scheduled after the lactation period of the second set of live offspring. To avoid further pregnancies in the females, male partners were removed between 11 days before and 7 days after birth of the second litter. The tissue collection in the females took place 42–83 days after the end of last pregnancy.

For tissue collection, all animals were anesthetized by 3% isoflurane inhalation anesthesia (Isofluran CP, CP-Pharma, Burgdorf, Germany) and euthanized by surgical decapitation.

### Sample collection, RNA isolation, and sequencing

For de novo transcriptome assembly, animals were euthanized and ten tissue samples (heart—Hrt (NMR only), skin—Skn, liver—Lvr, kidney—Kid, cerebellum—Cer, hypothalamus—Hyp, pituitary—Pit, thyroid—Thy, adrenal—Adr, and gonads—Gon (testis—Tes /ovaries—Ova)) were collected from NMR and GP individuals, as described previously [64]. Strand-specific RNA-seq were prepared using the TruSeq Stranded RNA LT Kit (Illumina), and 200-nt reads were obtained using a HiSeq2500 (Illumina), as described previously [64].

For expression analysis, the same ten tissues were collected from NMR and GP breeders and non-breeders. RNA was purified as described above. Library preparation was done using Illumina’s TruSeq RNA Library Prep Kit v2 kit following the manufacturer’s description. Quantification and quality check of the libraries was done using Agilent’s Bioanalyzer 2100 in combination with a DNA 7500 Kit (both Agilent Technologies). Sequencing was done on a HiSeq 2500 running the machine in 51 cycle, single-end, high-output mode by multiplexing seven samples per lane. Demultiplexing and extraction of read information in FastQ format was done using the tool bcl2astq v1.8.4 (provided by Illumina).

### Data analysis

De novo transcriptome assembly and annotation for GP was performed as described in [64]. Briefly, overlapping paired-end reads were joined into single fragments and then assembled by Trinity [65]. Gene symbols were assigned to the assembled transcripts by similarity to human transcripts using FRAMA [64].

As a reference for RNA-seq data mapping, the public NMR (Bioproject PRJNA72441) [66] and GP genomes (UCSC, cavpor3) were used. Reference transcript sets of NMR and GP were mapped to the corresponding genome in two steps: BLAT (v36) [67] was used to identify the locus and then SPLIGN (v1.39.8) [68] was applied to splice align the transcript sequence within BLAT locus. RNA-seq data were aligned to the corresponding reference genome utilizing STAR (v2.4.1d) [69] with a maximum mismatch of 6% and a minimum aligned length of 90%. Reads mapped to multiple loci were discarded. Gene expression was quantified using HTSEQ (v0.6.1p1) [70] based on the aligned reference transcripts (Additional files 7 and 8). The pairwise Pearson correlation between biological replicates was calculated based on 16,339 and 16,009 genes in NMR and GP, respectively (Additional file 2: Table S5).

The “mitonuclear transcript ratio” was calculated as the read count ratio of 13 mitochondrial-encoded genes vs. all nuclear-encoded genes.

PosiGene was applied to the transcriptome of human, NMR, and GP with the parameter “-prank=0 -max_anchor_gaps_hard=100 -rs=NMR” to determine orthologous transcribed regions in NMR and GP having a protein identity > 70%. RNA-seq data were aligned to the corresponding transcriptomes utilizing bowtie2 (2.2.9) [71] with the parameter “-very-sensitive-local.”

DESeq2 (v1.6.3) [72] was used to identify DEGs. For each comparison, *p* values were corrected for multiple testing using FDR (Benjamini Hochberg corrected [73]), and a significance level of FDR < 0.01 was used. Across tissues, we distinguish in our terminology between “expression differences” (EDs) and “differentially expressed genes” (DEGs) to indicate the total number (sum; EDs) and the non-redundant set (union; DEGs), respectively, of significant expression changes.

Gene Ontology analyses were performed using the web interface of GoMiner (Database build 2011-01) based on the functional annotation of human genes (UniProt) [74]. Again, we corrected for multiple testing and used a significance level of FDR < 0.05. REVIGO (parameter SimRel = 0.5) was used to summarize results into non-redundant GO term sets [75]. GO term sets were then ranked by number of summarized GO terms and number of changed genes. KEGG analysis was performed using Fisher’s exact test, and significant pathways were identified after multiple testing correction using FDR < 0.05. KEGG results were redundant to Gene Ontology analysis and therefore not shown.

Overlap between gene sets was determined with Fisher’s exact test (FET) using the one-sided option. Generally, we tested for enrichment if not stated otherwise.

We obtained 3009 aging-related genes in human and mouse from the Digital Ageing Atlas (DAA) [39]. The corresponding counterparts in the NMR (2588) and GP (2539) were used for enrichment analysis, and results were corrected for multiple testing (FDR). *P* values corrected for multiple testing are indicated by *q* and nominal *p* values by *p*.

To examine the connection between reproduction and aging in both species, we determined the difference in log2-fold-change (breeders vs. non-breeders) of NMR and GP. For fold-changes moving in opposite directions between species, we calculated the absolute difference (| log_2_*NMR*_*BvsN*_ − log_2_*GP*_*BvsN*_ |), and for fold-changes moving in the same direction, higher fold-changes in NMR-BvN were rewarded (|log_2_*NMR*_*BvsN*_ | − |log_2_*GP*_*BvsN*_|). The 20% quantile of genes having the greatest difference was determined separately for (i) the complete gene set and for genes showing (ii) opposing and (iii) unidirectional fold-changes. All sets were tested for enrichment of aging-related genes.

Statistical analyses were performed in R (version v3.1.2).

## Additional files

Additional file 1: **Figure S1.** Identity of protein-coding sequences between human, mouse, GP, and NMR. **Figure S2.** Schema of collected tissues. **Figure S3.** Hierarchical clustering of gene expression profiles. **Figure S4.** Top 15 highest ranked GO sets based on enrichment analysis of cross-species DEGs between NMR and GP. **Figure S5.** Top 15 highest ranked GO sets based on enrichment analysis of sex-related DEGs that are shared between GP breeder and non-breeder. **Figure S6.** Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in the ovary of NMR females. **Figure S7.** Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in adrenal gland of NMR females. **Figure S8.** Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in cerebellum of NMR females. **Figure S9.** Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in testis of NMR males. Figure S10: Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in skin of NMR males. **Figure S11.** Mitonuclear ratios in non-breeders and breeders per sex, tissue, and species. **Figure S12.** Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of aging-related 20% quantiles that show the greatest interspecies difference in males (Tes, Skn). **Figure S13.** Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of aging-related 20% quantiles that show the greatest interspecies difference in females (Hrt, Pit, Ovr).

Additional file 2: **Table S1.** Age at death for NMRs and GPs. **Table S2.** Number of analyzed biological replicates per group. **Table S3.** Reason for exclusion of samples from further analysis. **Table S4.** Number of uniquely aligned RNA-seq reads. **Table S5.** Mean pairwise Pearson correlation coefficients between biological replicates in (A) naked mole-rat and (B) guinea pig. **Table S22.** Proportion of mitochondrial transcriptonal output. **Table S25.** Enrichment of age-related genes (Digital Ageing Atlas) in status-related DEGs. Only tissues having at least 50 DEGs were tested for enrichment. **Table S27.** Fisher’s exact test for overlap between DAA and upper quintile of status-related expression differences. **Table S10, S12, S15–17, S19–21, S28, S29.** Functional gene set enrichments analyses—see Overview tab for detailed description. **Table S7–9, S11, S13, S14, S18, S23, S24, S26.** Differentially expressed genes—see Overview tab for detailed description.

Additional file 3: Text S1. Detailed description of expression changes in genes involved in steroidogenesis. Text S2. Detailed description of expression changes in gonadotropin-related genes

Additional file 4: Supplementary Data S1-S11 containing test results for differential expression between NMR vs. GP.

Additional file 5: Supplementary Data S12-S47 containing test results for differential expression between female vs. male in each species, group, and tissue (DESeq2).

Additional file 6: Supplementary Data S48-S87 containing test results for differential expression between breeder vs. non-breeder in each species, sex, and tissue (DESeq2).

Additional file 7: Gene annotation track for guinea pig. (GFF 19536 kb)

Additional file 8: Gene annotation track for naked mole-rat. (GFF 18958 kb)

## Abbreviations

DEG: Differentially expressed gene
ED: Expression differences
FDR: False discovery rate
FET: Fisher’s exact test
GO: Gene Ontology
GP: Guinea pig
GP-B-FvM: Comparison of GP breeder females vs. males
GP-F-BvN: Comparison of GP female breeders vs. non-breeders
GP-M-BvN: Comparison of GP male breeders vs. non-breeders
GP-N-FvM: Comparison of GP non-breeder females vs. males
NMR: Naked mole-rat
NMR-B-FvM: Comparison of NMR breeder females vs. males
NMR-BvN: Comparison of NMR breeders vs. non-breeders (both sexes)
NMR-F-BvN: Comparison of NMR female breeders vs. non-breeders
NMR-M-BvN: Comparison of NMR male breeders vs. non-breeders
NMR-N-FvM: Comparison of NMR non-breeder females vs. males

# Supplementary material for: Naked mole-rat transcriptome signatures of socially suppressed sexual maturation and links of reproduction to aging
**Source:** BMC Biol. 2018 Aug 2;16:77. doi: 10.1186/s12915-018-0546-z
**Supplement:** Supplementary file 1 — Figure S1. Identity of protein-coding sequences between human, mouse, GP, and NMR. Figure S2. Schema of collected tissues. Figure S3. Hierarchical clustering of gene expression profiles. Figure S4. Top 15 highest ranked GO sets based on enrichment analysis of cross-species DEGs between NMR and GP. Figure S5. Top 15 highest ranked GO sets based on enrichment analysis of sex-related DEGs that are shared between GP breeder and non-breeder. Figure S6. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in the ovary of NMR females. Figure S7. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in adrenal gland of NMR females. Figure S8. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in cerebellum of NMR females. Figure S9. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in testis of NMR males. Figure S10: Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in skin of NMR males. Figure S11. Mitonuclear ratios in non-breeders and breeders per sex, tissue, and species. Figure S12. Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of aging-related 20% quantiles that show the greatest interspecies difference in males (Tes, Skn). Figure S13. Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of aging-related 20% quantiles that show the greatest interspecies difference in females (Hrt, Pit, Ovr).

Naked mole-rat transcriptome signatures of socially-suppressed sexual maturation and links of reproduction to ageing

Additional File 1, Supplement Figures

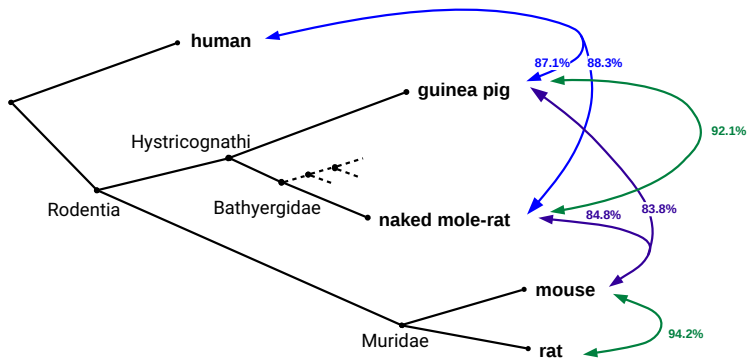

Supplement Figure S1. Identity of protein-coding sequences between different species. Guinea pig is much more similar to naked mole-rat than is mouse. Also, human shows higher sequence similarity to guinea pig and naked mole-rat than does mouse.

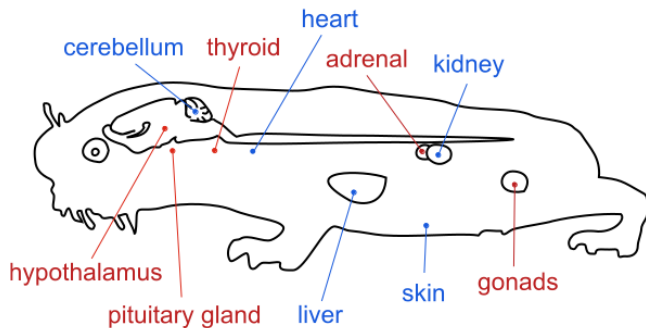

Supplement Figure S2. Collected tissues exemplified in schematic figure of NMR.

NMR

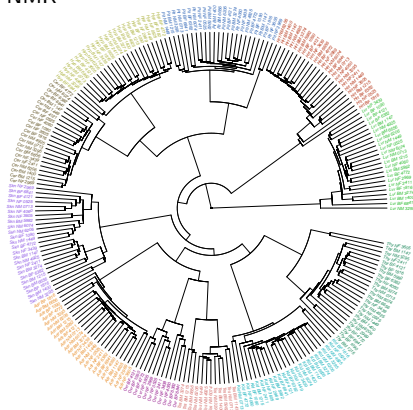

GP

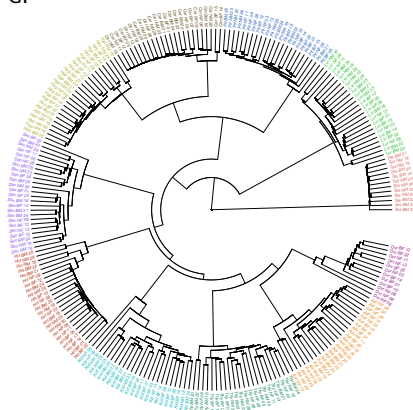

Supplement Figure S3. Hierarchical clustering of gene expression profiles. The clustering tree shows a clear separation of tissues in both species, but less pronounced differences between sex and breeding status.

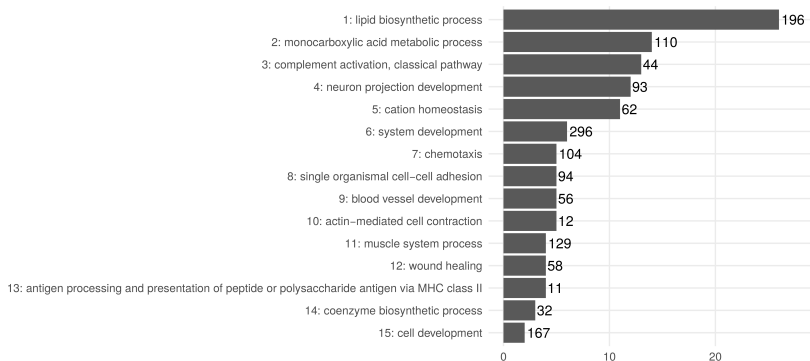

Supplement Figure S4. Top 15 highest ranked GO sets based on enrichment analysis of cross-species DEGs between NMR and GP. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar).

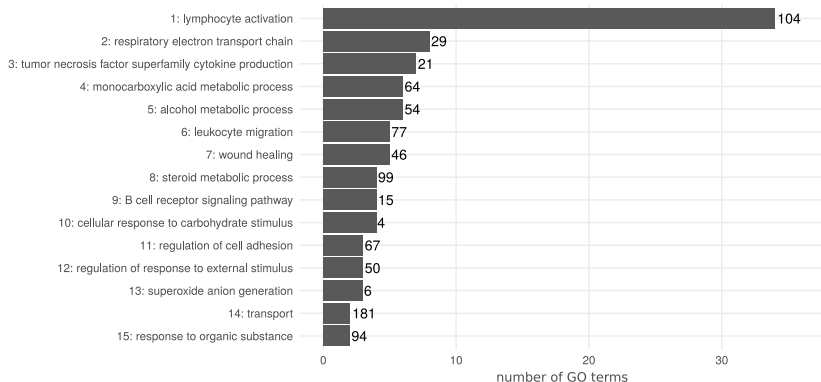

Supplement Figure S5. Top 15 highest ranked GO sets based on enrichment analysis of sex-related DEGs that are shared between GP breeder and non-breeder. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar).

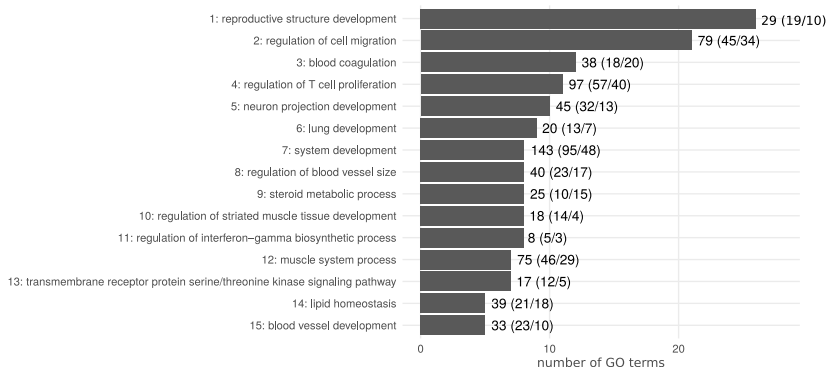

Supplement Figure S6. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in ovary of NMR females. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar, together with number of up- and downregulated genes).

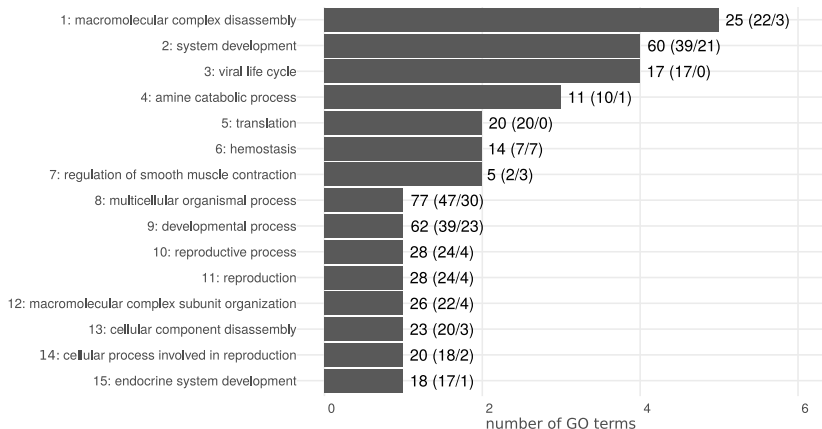

Supplement Figure S7. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in adrenal gland of NMR females. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar, together with number of up- and downregulated genes).

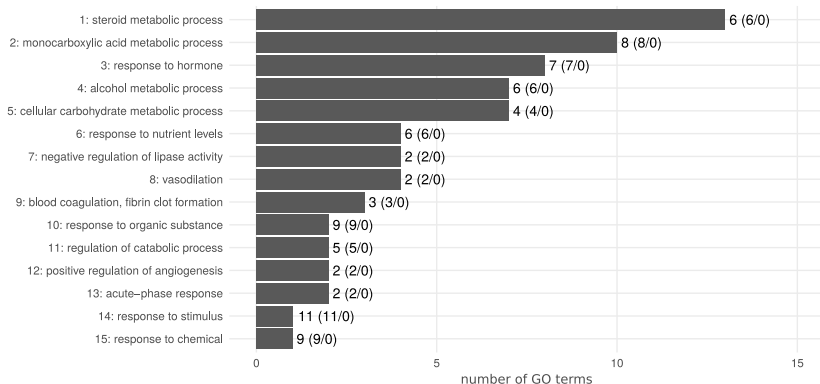

Supplement Figure S8. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in cerebellum of NMR females. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar, together with number of up- and downregulated genes).

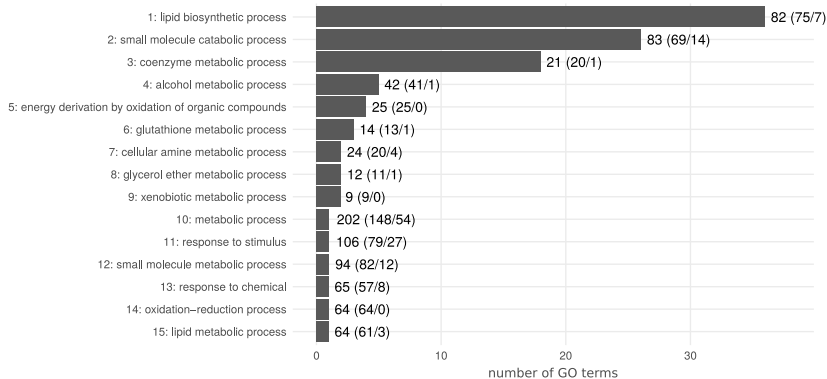

Supplement Figure S9. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in testis of NMR males. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar, together with number of up- and downregulated genes).

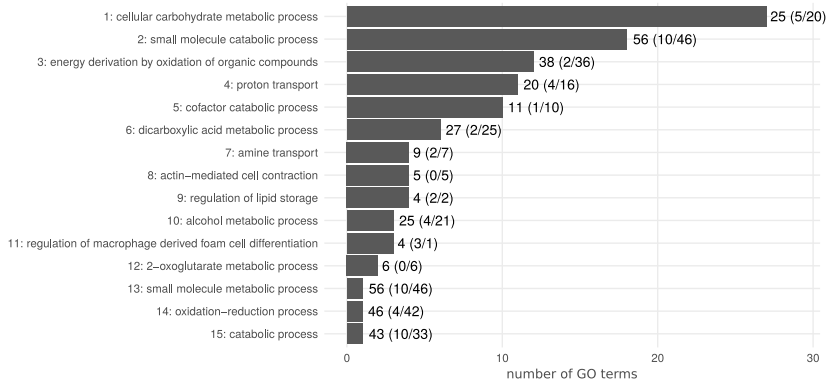

Supplement Figure S10. Top 15 highest ranked GO sets based on enrichment analysis of status-related DEGs in skin of NMR males. GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar, together with number of up- and downregulated genes).

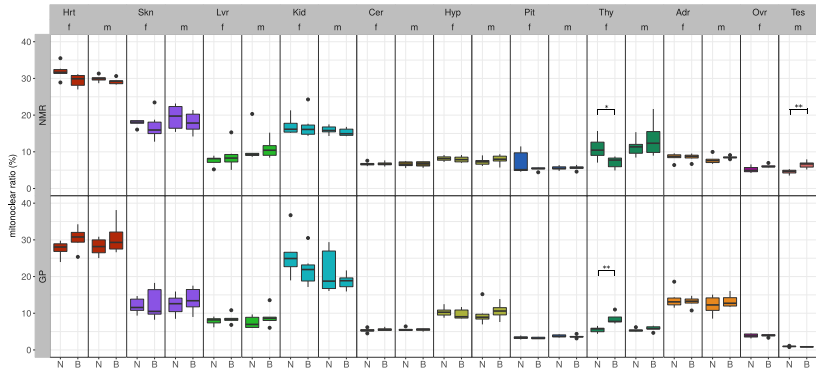

Supplement Figure S11. Mitonuclear ratios in non-breeders and breeders per sex, tissue and species. Boxplots shows median, 2nd/3rd quartiles, whiskers extend to 1.5 the interquartile range and dots values outside this range. P-values were calculated using a two-tailed t-test; *: $p < 0.05$, **: $p < 0.01$.

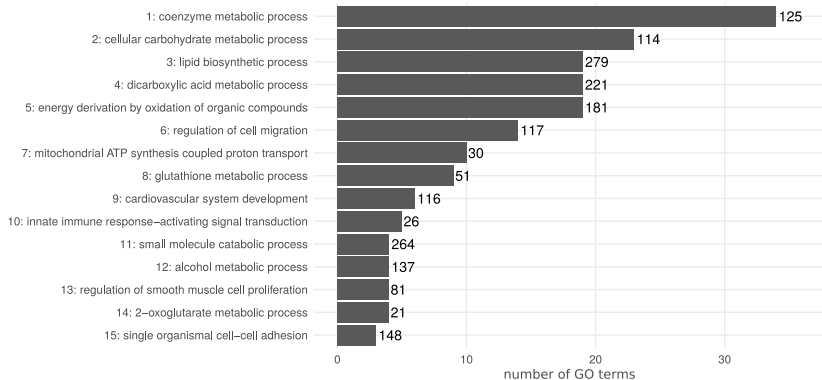

Supplement Figure S12. Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of ageing-related 20%-quantiles that show the greatest interspecies difference in males (Tes, Skn). GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar).

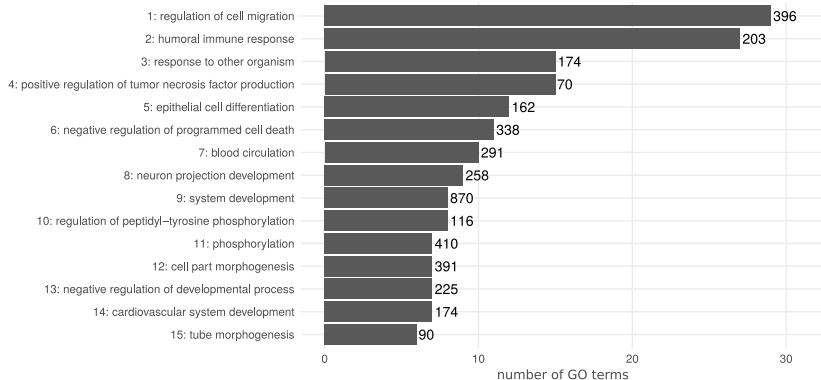

Supplement Figure S13. Top 15 highest ranked GO sets based on enrichment analysis of the non-redundant set of ageing-related 20%-quantiles that show the greatest interspecies difference in females (Hrt, Pit, Ovr). GO sets are ranked by number of summarized GO terms (x-axes) and number of DEGs (alongside bar).

# Supplementary material for: Naked mole-rat transcriptome signatures of socially suppressed sexual maturation and links of reproduction to aging
**Source:** BMC Biol. 2018 Aug 2;16:77. doi: 10.1186/s12915-018-0546-z
**Supplement:** Supplementary file 6 — Supplementary Data S48-S87 containing test results for differential expression between breeder vs. non-breeder in each species, sex, and tissue (DESeq2).

Supplemental Text S1

In NMR-M-BvsN Tes, this is indicated by a significant upregulation of receptors for androgens (*AR*, 1.3-fold) and gonadotrophic hormones (*LHCGR*, 1.8-fold) as well as an increase in steroid production. Specifically, we observe an upregulation of genes involved in the transport of cholesterol into mitochondria (*STAR*, steroidogenic acute regulatory protein, 2.8-fold; *TSPO*, translocator protein, 1.5-fold; *CAV1*, caveolin 1, 1.4-fold), the rate limiting step of steroidogenesis (1), and conversion of cholesterol into pregnenolone (*CYP11A1*, cytochrome P450 family 11 subfamily A member 1, 1.8-fold), which is essential for all steroids. Genes encoding for enzymes that produce testosterone (*HSD17B1*, hydroxysteroid 17-beta dehydrogenase 1, 1.4-fold), the more potent metabolite dihydrotestosterone (*SRD5A1*, steroid 5 alpha-reductase 1, 1.3-fold) and cortisol (*CYP51A1*, cytochrome P450 family 51 subfamily A member 1, 2-fold) are upregulated as well (Supplement Figure 10). The upregulation of steroidogenesis is accompanied by a significant increase in the mitonuclear ratio and enrichment of nuclear DEGs associated with mitochondria, including OXPHOS. Consequently, the load of reactive oxygen species (ROS) is presumably higher in NMR Tes, but is compensated by increase in antioxidant enzymes. NMR-F-BvsN Ova shows more subtle changes in steroidogenesis by increased estradiol production as indicated by significant upregulation of *CYP19A1* (aromatase, 2.5-fold) and increased sensitivity to androgens and progestogens as indicated by upregulation of corresponding receptors (Ova, *AR*, 1.4-fold; Pit, *PGR*, 1.6-fold). We find, however, substantial expression changes in two genes involved in the regulation of follicle-stimulating hormone secretion (2), *INHA* (inhibin alpha subunit, 19.2-fold) and *INHBA* (inhibin beta A subunit, 4.4-fold), indicating that ovaries of non-breeding NMRs lack preovulatory follicles. Further, enrichment of steroid metabolic process, response to hormones and prostate gland growth indicates active feedback signalling also in females and an impact on developmental processes. Increase in signalling is further supported by significant enrichment of gene products located in secretory vesicle (secretory granule lumen, GO:0034774) and on cell surface (GO:0009986).

References

1. Stocco DM, Clark BJ (1996) Regulation of the acute production of steroids in steroidogenic cells. *Endocr Rev* 17(3):221–244.
2. Wijayarathna R, de Kretser DM (2016) Activins in reproductive biology and beyond. *Hum Reprod Update* 22(3):dmv058.

Supplemental Text S2

Although well expressed, we found no significant differences for gonadotropin-related genes (*GNRH1*, *FSHB*, *CGA*, *LHB*). This indicates a similar intracellular transcript turnover in non-breeders and breeders, and is consistent with previous results indicating that LH is stored in non-breeders, ready to be released upon GnRH signalling (1). Notably, GnIH (NPVF), a negative regulator of reproductive function suggested to have a role in reproductive immaturity in NMRs due to its decreased protein expression in brain of NMR breeder (2), shows tendentially decreased mRNA expression in NMR breeders (males: -0.37, females -0.13). Also, previously elevated diencephalon mRNA levels in NMR were reported for *AR* (androgen receptor) in male breeders and for *CYP19A1* (aromatase), *ESR1* (estrogen receptor 1) and *PGR* (progesterone receptor) in female breeders (3). Our corresponding Hyp data do not support those increases ($\log_2FC < 0.1$). Nevertheless, we identified significantly elevated transcript levels of these genes both in male (Tes: *AR*; Supplemental Data S67) and female breeders (Pit: *PGR*, Supplemental Data S54; Ova: *AR*, *CYP19A1*, *ESR1*, *PGR*, Supplemental Data S57) supporting a complex status-related function of these genes. Furthermore, steroid feedback and GnRH secretion are integrated by brain GABA and glutamate signalling in mammals and cichlids (4). Although, we do not observe equivalent significant differences in the NMR brain, the data show an upregulation of genes coding for three GABA receptor subunits (*GABRB3*, *GABRG1*, *GABRP*) and one glutamate receptor subunit (*GRIK2*) in Tes (Supplemental Data S67), as well as two of three differentially expressed GABA (*GABRB2*, *GABRG3*) and three glutamate receptor subunits (*GRIK1*, *GRIK2*, *GRIK4*) in Ova and female Pit of NMR breeders (Supplemental Data S54, S57). Together, this suggests increased neuronal plasticity and/or activity predominantly in gonads of NMRs after becoming breeders.

In the testis of immature chicken, expression of *ADIPOR1/2* (adiponectin receptor 1/2) is significantly lower than in mature animals (5). It has been hypothesised that these genes are involved in supporting the higher metabolic activity related to spermatogenesis, testicular steroid hormone production, and transport of spermatozoa and testicular fluid. In line with these observations, our results show a significant upregulation of *ADIPOR2* in Tes of NMR breeders (1.7-fold; Supplemental Data S67).

The renin-angiotensin system predominantly involved in cardiovascular control has also been associated with reproduction in mice and human (6). Signaling through receptors coded by *AGTR1* (angiotensin II receptor type 1) in males, and *AGTR1/2* in females has been associated with fertility and stimulation of reproduction. In accordance, we observed a significant upregulation of *AGTR1* and *AGTR2* in gonads of NMR male and female breeders, respectively (Supplemental Data S67, S57).

References

1. Faulkes CG, Abbott DH, Jarvis JU, Sherrieff FE (1990) LH responses of female naked mole-rats, *Heterocephalus glaber*, to single and multiple doses of exogenous GnRH. *Reproduction* 89(1):317–323.
2. Peragine DE, et al. (2017) RFamide-related peptide-3 (RFRP-3) suppresses sexual maturation in a eusocial mammal. *Proc Natl Acad Sci* 3:201616913.
3. Swift-Gallant A, Mo K, Peragine DE, Monks DA, Holmes MM (2015) Removal of reproductive

suppression reveals latent sex differences in brain steroid hormone receptors in naked mole-rats, *Heterocephalus glaber*. *Biol Sex Differ* 6(1):31.

4. Renn SCP, Aubin-Horth N, Hofmann H a (2008) Fish and chips: functional genomics of social plasticity in an African cichlid fish. *J Exp Biol* 211(Pt 18):3041–3056.
5. Ocón-Grove OM, Krzysik-Walker SM, Maddineni SR, Hendricks GL, Ramachandran R (2008) Adiponectin and its receptors are expressed in the chicken testis: influence of sexual maturation on testicular ADIPOR1 and ADIPOR2 mRNA abundance. *Reproduction* 136(5):627–38.
6. Pan PP, Zhan QT, Le F, Zheng YM, Jin F (2013) Angiotensin-converting enzymes play a dominant role in fertility. *Int J Mol Sci* 14(10):21071–21086.

How the deposited data were processed for this re-analysis (not part of the article)

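RNA was sequenced from 24 guinea pigs (GPs), 6 each of female breeders, female non-breeders, male breeders and male non-breeders, in 10 tissues per sex. By the paper, RNA was sequenced single-end, reads were aligned with STAR to the genome cavPor3, reads with several positions were discarded, and the rest were counted per gene with HTSeq. The deposited values are raw counts, whole numbers with no normalization, of 16009 genes in 238 libraries. Of these genes, 32 have no count in any library, 27 hold a date in place of a symbol and were not named, and 0 are mitochondrial-encoded. Samples were assigned by the labels of the columns. The thyroid library of male non-breeder 19, which the paper excludes, was left out, and 237 libraries were used. Naked mole-rat data were not analysed.

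Counts per library ranged from 3551108 to 22277626. A median of 68.8% of the uniquely mapped reads of Table S4 were counted. Where every library of a group has a count of 0, the fold is given against a floor of 3 counts per library, which covers counting error only.

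Differential expression was tested per tissue with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, robust quasi-likelihood F test) in 1 fit of all groups of the tissue. P-values were adjusted per tissue and comparison by Benjamini-Hochberg, and genes with an FDR below 0.01 were called, as in the paper, which used DESeq2. Standard errors were computed from the log2 fold change and the F value. The comparisons were females against males in non-breeders and breeders (9 tissues), breeders against non-breeders in females and males (10 tissues), and the interaction of sex and status. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 3 and a preset correlation of 0.01, adjusted over lists and comparisons, for lists with at least 5 members tested. Correlations and clusters used log2(CPM + 1), with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Exact permutation tests enumerated all splits of the animals.

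The main tests, the alternatives listed below, the gene lists and the rule for naming genes were set before the data were examined. Tests and alternatives chosen later are named where their values are given. By this rule, the text draws on the 5 highest and 5 lowest log2 fold changes among DEGs with at least 1 CPM and no overlap between groups (comparisons with at least 50 DEGs), all DEGs of comparisons with fewer than 20, members of the lists that are DEGs, and genes the paper names. From these, the genes given with full statistics were chosen after their values were seen, mostly among those called in each of the 24 fits that leave out 1 animal. SLCO1B3 and the genes with an outlying animal were also named after their values were seen.

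The alternatives were DESeq2 1.42.0 with and without the log2 fold change prior, median-of-ratios scaling, no filter on low counts, a fit of the groups compared alone, leaving out each animal, leaving out the males of 0.74 years, read length as a covariate, leaving out libraries of 50 nt, and including the excluded library. For correlation, clustering, separation by status, lists and backgrounds, other scales, distances, gene sets and correlations were used. The pipeline was tested on simulated data with 200 changed genes among 13220, for 6 against 6 adrenal libraries in 1 fit of all 24. Counts were drawn independently for each gene, with a spread set by its level alone and no outlying library. The shares below therefore need not hold for the real data. With edgeR, 28% of 1.5-fold, 70% of 2-fold, 98% of 4-fold and 100% of 8-fold changes were called, with 1 false call. With DESeq2 the shares were 26%, 68%, 96% and 100%, with 6 false calls. Of the paper's annotation track for the build of the counts only part was at hand, so no coordinates are given.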

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

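The tests of the ovary library of female non-breeder 06, the tests of thyroid genes chosen in some animals and measured in others, the look at EIF2S3 in liver, and the choice of the genes examined for outlying animals, were made after the result was seen. The list of these genes was edited after a first look at the outcome. In that edit 5 entries were taken off, among them KNG1 and CRP, which had outlying animals, and all 5 were put back. The 5 entries added in the same edit were kept, MMP12 among them.

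A library was taken as outlying when its gap to the nearest other library of its group of 5 or 6 exceeded the 95% critical value of Dixon's test. This covered library totals, mean correlations and the CPM of single genes, in 140 groups. Of these, 14 had an outlying library. For independent values of a normal distribution, about 1 in 20 groups would be flagged (7 expected). Mean correlations share pairs of libraries, and the genes were chosen after their results were seen. The 14 beside 7 is therefore no test of an excess. No library total was outlying.

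Mean Pearson correlations with the other libraries of the group were outlying in Adr of male non-breeder 28 (0.9693, others 0.9805 to 0.9867), Cer of female breeder 15 (0.9861, others 0.9905 to 0.9928), Hrt of female breeder 12 (0.9897, others 0.9918 to 0.9924), Hrt of male breeder 25 (0.9705, others 0.9844 to 0.9863) and Hrt of male non-breeder 28 (0.9617, others 0.9778 to 0.9858). The same held for Hyp of female non-breeder 09 (0.9868, others 0.9908 to 0.9929), Hyp of male non-breeder 28 (0.9745, others 0.9869 to 0.9891) and Lvr of male non-breeder 30 (0.9845, others 0.9887 to 0.9905). Skn of male non-breeder 28 was higher than its group (0.9843, others 0.9785 to 0.9802). Male non-breeder 28 accounts for 4 of these 9 libraries.

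Among single genes, CBR1 in Kid of male non-breeder 18 had 274.9 CPM (others 1508 to 1804) and LAPTM5 in Adr of male non-breeder 18 had 38.83 CPM (others 19.9 to 26.6). MMP12 in Adr of male breeder 20 had 13.88 CPM (others 1.67 to 5.87), KNG1 in Adr of female non-breeder 13 had 44.6 CPM (others 5.81 to 18.3), and CRP in Lvr of female breeder 05 had 9.948 CPM (others 0.965 to 4.26).

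Signals that the paper does not report were MS4A1 in the excluded thyroid library of male non-breeder 19 (753.4 CPM, others at most 1.58), OVGP1 in Ova of female non-breeder 06 (1037 CPM, others at most 0.559), ALB in Skn of male non-breeder 30 (171.3 CPM, others at most 2.00) and PTH in Thy of female non-breeder 03 (26750 CPM, others 0 to 18230).

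The number of DEGs in each comparison was set beside other groupings of the animals, 100 with the real one, drawn at random. Fewer were drawn at first, and the number was raised to 100 after their outcome was seen, in which chance had not been excluded for GP-F-BvN in Lvr. With the real one included, 1 of 100 reached the real count for GP-N-FvM in Hrt (1 DEG, highest other 0), Cer (1, 0), Hyp (1, 0), Pit (105, 1) and Adr (451, 1). The same held for GP-B-FvM in Hrt (3, 0), Skn (1, 0), Lvr (38, 1), Kid (51, 0), Cer (1, 0), Hyp (1, 0), Pit (60, 3), Thy (1521, 0), Adr (468, 1) and EDs (2144, 4), and for GP-F-BvN in Pit (2, 1). For GP-N-FvM, 2 of 100 did in Skn (1, 1), Lvr (47, 374), Kid (54, 2042) and EDs (661, 2042), and for GP-F-BvN 2 of 100 in Lvr (2, 2) and EDs (4, 7). Each share is under 0.05, without adjustment over the counts. The highest other count was also below the real one in GP-N-FvM for Hrt, Cer, Hyp, Pit and Adr. In GP-B-FvM the same held for Hrt, Lvr, Kid, Cer, Hyp, Pit, Thy, Adr and EDs. This argues against chance for each of these counts taken alone. With 100 groupings, 1 of 100 is the smallest share possible. For GP-B-FvM in Hrt, the 3 DEGs fell to 1 when only the breeders were fitted. By the counts alone, chance is not taken as excluded for GP-N-FvM in Skn, Lvr, Kid and EDs, and for GP-F-BvN in Lvr and EDs, where another grouping gave as many calls or more. The same applies to GP-B-FvM in Skn and GP-F-BvN in Pit, where edgeR called 0 with only the compared groups fitted. In other animals, the breeder comparison called 33 of the 54 Kid genes of GP-N-FvM (0.21 expected) and 7 of the 47 Lvr genes (0.143 expected). All kept their direction, which argues against chance for these genes. The other 21 Kid and 40 Lvr genes were not shared. In Skn, the 1 gene of each status was EIF2S3, higher in females in 8 tissues in both statuses. For this gene, that argues against chance.

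Other groupings with many calls were 1 in Kid of non-breeders (2042) and 1 in Kid of males (1397), which points to a structure of the kidney samples beside sex and status. In males, the highest other grouping also gave 98 calls in Pit and 64 in Thy, where the real one gave 0. The source of these calls was not tested. The grouping with 374 calls in Lvr of non-breeders is the real one with female 06 and male 30 exchanged, so it keeps 5 of 6 animals of each sex together. In Lvr of non-breeders, EIF2S3 was higher in each of the 6 females than in each of the 6 males (FDR = 0.000218), which argues against exchanged labels. For GP-M-BvN, the real count of 0 EDs is reached by any grouping (100 of 100, highest other 1397), so chance is not excluded by it.

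The 1521 DEGs of GP-B-FvM in Thy were weighed against libraries of 50 nt, males of 0.74 years and muscle RNA. The median change of the DEGs in breeder females of 51 nt was 0.941 of that in those of 50 nt, and the change against older breeder males was 0.772 of that against the 2 males of 0.74 years. These DEGs were chosen over the same animals, so both ratios decide nothing. In their place, 1521 genes were chosen in some of the breeders (3 females and 3 males for read length, 3 females and 2 males for age) and measured in the others. Chosen with the females of 50 nt and measured in those of 51 nt, the median change in the chosen direction was 0.497 (5% to 95% over choices of males 0.406 to 0.563), which is 0.881 of the median over the other 9 choices of females. Chosen with the males of 0.74 years and measured against the older males, it was 0.445 (0.353 to 0.552 over choices of females), 0.798 of the median over the other 14 pairs of males. This argues against read length or the age of these males as the whole cause. A partial effect of either stays open. In Thy of non-breeder females, the median change of the DEGs with read length was 0.00996, with 51.9% of genes in their direction. It rests on 1 library of 50 nt, which also had 26750 CPM of PTH, so it cannot measure an effect of read length. In Adr of females, with 5 libraries of 50 nt, the median was 0.121 (quartiles 0.0482 and 0.21), with 86% of 1491 genes in their direction.

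With the libraries of 50 nt left out 0 calls remained in Thy, and 2 with read length as a covariate. Without these libraries 2 breeder females are left. Why the covariate ended the calls was not tested. Leaving out 3 females gave 0 to 1240 calls. Without all males of 0.74 years 4 calls remained, without the 2 breeders alone 94, and without other pairs of breeder males 1 to 1959. Muscle markers took at most 0.0205% of the counts of a breeder female thyroid, which argues against muscle RNA for the DEGs as a whole. It cannot exclude muscle RNA for the muscle genes among the DEGs, such as NEB and TNNC2. By library total, NEB had 3.44, 4.37 and 4.03 CPM in breeder females 01, 02 and 05, of 50 nt. It had 0.765 and 0.925 CPM in 14 and 15, of 51 nt. A biological effect of sex or status, the lower total counts of the breeder females, and any other factor that the females share, were not separately tested.

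In the ovary library of female non-breeder 06, 17 of 17 tested markers of ciliated epithelium were at least 2 log2 units above the median of the other ovaries, among them TPPP3 (1245 CPM, median 17.0) and FOXJ1 (389 CPM, median 5.79). This is consistent with RNA of ciliated epithelium in the sample, such as oviduct, which is a hypothesis. Its mean correlation was highest with the other ovaries (0.9379), with Thy next (0.8549), which argues against a library of another sampled tissue. No oviduct was sampled, so the share of such RNA cannot be judged from this. STAR (150.3 CPM, other ovaries 321 to 7349) and CYP11A1 (59.48, others 149.3 to 371.6) were below every other ovary. So were INHA, GDF9, BMP15, ZP2, ZP3 and FOXL2. FSHR, AMH and CYP19A1 lay within the range of the others. The effect on DEGs of Ova was tested by leaving the library out (0 called).

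In the skin library of male non-breeder 30, the levels of 30 liver genes were a median of 0.236% of their levels in liver (quartiles 0.213 and 0.277), a ratio of upper to lower quartile of 1.3. This even share is consistent with RNA or reads of liver in the library, and the highest median share in another skin library was 0.00485%. Over 154 liver genes, the profile was closest to the liver of female breeder 05 (Spearman's rho 0.966 across genes, where genes are not independent replicates). It had a rho of 0.952 with the liver of female non-breeder 13 and of 0.920 with the liver of the same animal. No biological explanation was tested.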

How the results depend on the processing

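Leaving out the ovary of female non-breeder 06, the thyroid of female breeder 05, the skin of male non-breeder 30, and the 4 kidney and heart libraries of lowest unique mapping were alternatives chosen after seeing the data. Counts are of DEGs per tissue, summed as EDs and joined as genes over tissues. A count was taken to hold when it stayed within 1.5 times its value. For the counts that did not hold, the cause was not tested unless stated.

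DESeq2 called more genes than edgeR in most comparisons. GP-N-FvM gave 1571 EDs, 1495 genes, 810 in Adr, 322 in Lvr, 320 in Pit, 101 in Kid, 4 in Thy and 14 in the other tissues. GP-B-FvM gave 3868 EDs, 3624 genes, 2371 in Thy, 812 in Adr, 274 in Pit, 113 in Kid, 211 in Lvr, 79 in Hrt and 8 in the other tissues. GP-F-BvN gave 1073 EDs, 1068 genes, 877 in Thy, 106 in Pit, 73 in Lvr, 16 in Ova and 1 in the other tissues. GP-M-BvN gave 9 EDs, 8 genes, 3 in Tes and 6 in the other tissues. The interaction had 22 genes, 787 sex DEGs were shared by both statuses, and FGFR2 in Ova passed with a log2 fold change of 0.71 (FDR = 0.00206).

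With the log2 fold change prior in DESeq2, the counts were as follows. GP-N-FvM gave 1578 EDs, 1500 genes, 820 in Adr, 322 in Lvr, 320 in Pit, 96 in Kid, 5 in Thy and 15 in the other tissues. GP-B-FvM gave 3818 EDs, 3574 genes, 2334 in Thy, 795 in Adr, 271 in Pit, 112 in Kid, 217 in Lvr, 81 in Hrt and 8 in the other tissues. GP-F-BvN gave 1001 EDs, 996 genes, 809 in Thy, 92 in Pit, 78 in Lvr, 16 in Ova and 6 in the other tissues. GP-M-BvN gave 15 EDs, 15 genes, 3 in Tes and 12 in the other tissues. The interaction had 14 genes, 775 sex DEGs were shared, and FGFR2 passed with a log2 fold change of 0.65 (FDR = 0.0021). Over the alternatives, the FDR of FGFR2 ranged from 0.00206 to 0.455. No named gene of 247 was lost with DESeq2, and 1 with the prior.

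Under median-of-ratios scaling and with no filter on low counts, each of the 33 main results held. Of 247 named genes, 3 lost their call under the scaling and 32 without the filter, and 0 changed direction.

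A fit of the compared groups alone has fewer samples to estimate the spread. GP-N-FvM gave 293 EDs, 283 genes, 200 in Adr, 11 in Lvr, 57 in Pit and 21 in Kid. GP-B-FvM gave 1041 EDs, 1017 genes, 533 in Thy, 19 in Pit, 86 in Kid, 6 in Lvr and 1 in Hrt. GP-F-BvN gave 0 EDs, 0 genes, 0 in Pit and 0 in Lvr. The overlap was 133, and 96 of 239 named genes lost their call.

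Without the 4 males of 0.74 years, fewer samples remain. GP-N-FvM gave 333 EDs, 323 genes, 266 in Adr, 3 in Lvr, 28 in Pit and 31 in Kid. GP-B-FvM gave 314 EDs, 304 genes, 4 in Thy, 230 in Adr, 21 in Kid, 9 in Lvr and 1 in Hrt. The overlap was 140, and 152 of 247 named genes lost their call.

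Read length as a covariate in Adr and Thy changed 5 of 18 main results. GP-B-FvM gave 418 EDs, 404 genes, 2 in Thy and 261 in Adr. The overlap was 211, and 108 of 161 named genes lost their call. Leaving out the libraries of 50 nt removed females alone. GP-N-FvM gave 380 EDs, 363 genes and 170 in Adr. GP-B-FvM gave 430 EDs, 417 genes, 0 in Thy and 275 in Adr. GP-F-BvN gave 1 in Thy. The overlap was 146. Of 161 named genes, 115 lost their call, and NEB in Thy of GP-B-FvM reversed from 1.62 to -0.01007 (FDR = 0.988).

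With the excluded thyroid library, 61 of 75 named genes lost their call. GP-B-FvM gave 1028 EDs, 1006 genes and 405 in Thy. Without the thyroid of female breeder 05, 16 of 75 named genes lost their call. GP-F-BvN gave 78 EDs, 78 genes and 74 in Thy. Without the 4 libraries of lowest unique mapping, 1 of 17 main results changed. GP-B-FvM gave 5 in Hrt. Without the ovary of female non-breeder 06 (13 main results) and without the skin of male non-breeder 30 (15), each held.

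Leaving out 1 animal at a time gave these ranges over 24 fits. GP-N-FvM ranged over 384 to 687 EDs, 374 to 669 genes, 253 to 491 in Adr, 5 to 124 in Lvr, 43 to 111 in Pit, 38 to 63 in Kid, 0 to 0 in Thy and 4 to 4 in the other tissues. GP-B-FvM ranged over 846 to 2660 EDs, 828 to 2618 genes, 365 to 2229 in Thy, 329 to 580 in Adr, 18 to 77 in Pit, 29 to 64 in Kid, 17 to 44 in Lvr, 1 to 7 in Hrt and 3 to 3 in the other tissues. GP-F-BvN ranged over 2 to 589 EDs, 2 to 589 genes, 0 to 585 in Thy, 2 to 25 in Pit, 0 to 4 in Lvr, 0 to 0 in Ova, 0 to 0 in Adr and 0 to 0 in the other tissues. GP-M-BvN ranged over 0 to 3 EDs, 0 to 3 genes, 0 to 0 in Tes and 0 to 3 in the other tissues. The interaction stayed at 0 by edgeR in each fit. The overlap of sex DEGs ranged from 236 to 357, that of status DEGs stayed at 0, and the log2 fold change of FGFR2 ranged from 0.64 to 0.79. Of 247 named genes, 116 held in each of the 24 fits, 131 lost their call in at least 1, and 0 reversed.

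The replicate correlation was 0.953 on raw counts, and stayed within its SD with Spearman's correlation (0.984) and on filtered genes (0.984). The number of tissues separated by status at an FDR of 0.05 went from 0 to 1 with 1 minus the Spearman correlation, and stayed at 0 with the 500 most variable genes. The number of list tests past an FDR of 0.01 went from 150 to 0 with the estimated correlation. With genes tested in all 9 tissues as background, leukocyte migration passed with 4 shared genes (FDR = 0.00244). Of 11 tissues, the number with a cluster of their own went from 11 to 8 with Euclidean distance and complete linkage, which is within 1.5 times, and stayed at 11 with Spearman correlation and average linkage.

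No paired analysis was possible because the labels do not say which animals shared a cage or a breeding pair, and the mitonuclear ratio, for which a comparison of tissues within animals was planned, cannot be computed from counts without mitochondrial-encoded genes. Its alternatives were not run. Depth was lowest in the kidney of female non-breeder 08 (3551108 counts), and no alternative brought libraries to equal depth.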

Differences from the paper's values

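Counts of DEGs below are at the paper's threshold, an FDR below 0.01. The paper used DESeq2, and the main values here are from edgeR. Counts are listed where the paper's value and that of edgeR differ by more than 1.5 times.

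For GP-N-FvM, the paper reports 1713 EDs and 1634 genes, and edgeR gave 661 and 642. By tissue, the paper's counts and those of edgeR were 4 and 1 in Hrt, 6 and 1 in Skn, 383 and 47 in Lvr, 109 and 54 in Kid, 2 and 1 in Hyp, 347 and 105 in Pit, 3 and 0 in Thy, and 858 and 451 in Adr. Under DESeq2 each of these was within 1.5 times the paper's value, with 1571 EDs, 1495 genes, 4 in Hrt, 6 in Skn, 322 in Lvr, 101 in Kid, 2 in Hyp, 320 in Pit, 4 in Thy and 810 in Adr. With the log2 fold change prior the same held, with 1578 EDs, 1500 genes, 3 in Hrt, 9 in Skn, 322 in Lvr, 96 in Kid, 2 in Hyp, 320 in Pit and 820 in Adr, except Thy with 5. Under the other alternatives set before the data were examined, all of these counts differed.

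For GP-B-FvM, the paper reports 3654 EDs and 3398 genes, and edgeR gave 2144 and 2094. By tissue, the paper's counts and those of edgeR were 89 and 3 in Hrt, 3 and 1 in Skn, 235 and 38 in Lvr, 106 and 51 in Kid, 2 and 1 in Cer, 307 and 60 in Pit, and 824 and 468 in Adr. Under DESeq2 they were within 1.5 times, with 3868 EDs, 3624 genes, 79 in Hrt, 4 in Skn, 211 in Lvr, 113 in Kid, 2 in Cer, 274 in Pit and 812 in Adr. With the prior they were 3818, 3574, 81, 4, 217, 112, 2, 271 and 795 in the same order, also within 1.5 times. So were 86 in Kid when only the breeders were fitted, 580 in Adr without female non-breeder 06, 2660 EDs and 2618 genes without male breeder 16, and 2269 genes without female breeder 14. Under the other alternatives set before the data were examined, these counts differed.

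For GP-F-BvN, the paper reports 886 EDs and 883 genes, and edgeR gave 4 and 4. By tissue, the paper's counts and those of edgeR were 2 and 0 in Hrt, 5 and 0 in Skn, 71 and 2 in Lvr, 1 and 0 in Kid, 114 and 2 in Pit, 675 and 0 in Thy, and 18 and 0 in Ova. Under DESeq2, 1073 EDs, 1068 genes, 73 in Lvr, 106 in Pit, 877 in Thy and 16 in Ova were within 1.5 times, and Hrt, Skn and Kid were not. With the prior, 1001 EDs, 996 genes, 5 in Skn, 78 in Lvr, 92 in Pit, 809 in Thy and 16 in Ova were within 1.5 times, and Hrt and Kid were not. In Thy, 463 without female breeder 14 and 585 without female non-breeder 08 were within it, as were 589 genes without female non-breeder 08. Under the other alternatives set before the data were examined, these counts differed.

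For GP-M-BvN, the paper reports 18 EDs and 14 genes, and edgeR gave 0 and 0. The paper's counts were 9 in Lvr, 2 in Hyp, 2 in Pit, 1 in Thy, 1 in Adr and 3 in Tes, and edgeR gave 0 in each. Under DESeq2, 2 in Hyp and 3 in Tes were within 1.5 times, and the other counts were not. With the prior, 15 EDs, 15 genes, 7 in Lvr, 2 in Hyp, 2 in Pit and 3 in Tes were within it, and Thy and Adr were not. Under the other alternatives set before the data were examined, these counts differed.

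The paper reports 790 sex DEGs shared by breeders and non-breeders, and edgeR gave 361. DESeq2 gave 787, or 775 with the prior, both within 1.5 times, and the other alternatives set before the data were examined differed.

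The paper's text lists Thy among the tissues with most DEGs of GP-N-FvM with the count that its Table 1 gives for Pit. Here Thy had 0 by edgeR and 4 by DESeq2, and Pit 105 and 320. The paper names ovary as the one tissue that separates by status, after clustering and principal component analysis of both species. The value here is a permutation test of silhouette width in GPs alone, so species and measure differ from the paper's. Here 0 tissues passed in the main setting, with the smallest p in Ova of females, and Ova passed with 1 minus the Spearman correlation. A tissue with a low p on its own could pass only at the smallest exact p that the splits allow. The paper describes FGFR2 as upregulated in Ova of breeders. The change here had the same direction, did not pass by edgeR (FDR = 0.332) and passed by DESeq2 (FDR = 0.00206).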

Other observations

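The tests and values in this part were chosen after the results were seen, apart from the marker lists, which were written beforehand.

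Parathyroid hormone (PTH) was at 26750 CPM in Thy of female non-breeder 03, 18230 in female breeder 05, 9794 in male breeder 21, 6647 in male non-breeder 18, 5904 in male breeder 24 and 1397 in female non-breeder 13. It was at most 16.3 CPM in the other thyroid libraries. The mean log2 level of the 15 skeletal muscle markers in Thy was 1.24 to 1.98 above the median of the thyroid libraries in the 4 libraries of 50 nt.

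Choroid plexus markers in Cer were above the median of the cerebella by 3.55 log2 units in female non-breeder 08, 3.36 in female breeder 15, 3.34 in female non-breeder 09, 2.80 in male breeder 16, 2.10 in male non-breeder 28 and 1.08 in male non-breeder 23. Markers of red blood cells in Skn were above the median by 2.67 in male non-breeder 18, 2.56 in male breeder 22, 1.62 in male breeder 20 and 1.58 in male non-breeder 19, which are the 4 males of 0.74 years. Adrenal medulla markers in Adr were above the median by 2.91 in male non-breeder 28, 2.835 in female non-breeder 13, 1.863 in male non-breeder 29, 1.624 in female non-breeder 09, 1.51 in male breeder 24 and 1.235 in male breeder 22.

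In Thy of females, the OXPHOS list had 0 members past an FDR of 0.01 between breeders and non-breeders by edgeR, 25 higher in breeders when adjusted over the list alone, and 72 of 78 log2 fold changes above 0 with a median of 0.36. Breeders 01, 02 and 05 and non-breeder 03 had libraries of 50 nt, with median OXPHOS levels of 0.58, 0.447, 0.0955 and 0.127. Breeders 14 and 15, of 51 nt, had 0.26 and 0.357, and the non-breeders of 51 nt -0.289 to 0.224.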
